# Pyroptosis inhibition improves the symptom of acute myocardial infarction

**DOI:** 10.1038/s41419-021-04143-3

**Published:** 2021-09-16

**Authors:** Wenju Liu, Junwei Shen, Yanfei Li, Jiawen Wu, Xiaoli Luo, Yuanyuan Yu, Yuhan Zhang, Liang Gu, Xiaobai Zhang, Cizhong Jiang, Jue Li

**Keywords:** Transcriptomics, Cardiovascular diseases

## Abstract

Acute myocardial infarction (AMI), the leading cause of mortality worldwide, is a rapidly developing and irreversible disease. Therefore, proper prompt intervention at the early stage of AMI is crucial for its treatment. However, the molecular features in the early stage have not been clarified. Here, we constructed mouse AMI model and profiled transcriptomes and proteomes at the early stages of AMI progress. Immune system was extensively activated at 6-h AMI. Then, pyroptosis was activated at 24-h AMI. VX-765 treatment, a pyroptosis inhibitor, significantly reduced the infarct size and improved the function of cardiomyocytes. Besides, we identified that WIPI1, specifically expressed in heart, was significantly upregulated at 1 h after AMI. Moreover, *WIPI1* expression is significantly higher in the peripheral blood of patients with AMI than healthy control. WIPI1 can serve as a potential early diagnostic biomarker for AMI. It likely decelerates AMI progress by activating autophagy pathways. These findings shed new light on gene expression dynamics in AMI progress, and present a potential early diagnostic marker and a candidate drug for clinical pre-treatment to prolong the optimal cure time.

## Introduction

Acute myocardial infarction (AMI) and its sequelae are leading causes of mortality around the world, leading to more than 4 million deaths in the United States and European countries each year [1, 2]. Moreover, it is a rapidly developing and irreversible disease since the cardiomyocytes lost their ability to regeneration in adults [3]. Most of the AMI patients develop into heart failure and eventually die of it [1]. In addition to high mortality, the financial burden of AMI is tremendous. For instance, the disease cost the global economy an estimated US $863 billion worldwide in 2010 [4]. Fortunately, if the AMI patients could be diagnosed and treated timely and promptly, not only the therapeutic outcome will be improved dramatically, but also the costs will decrease sharply due to the reduction in hospitalization time. As such, diagnosis as soon as possible is the crucial factor to improve the AMI treatment. Cardiac troponins (cTnT and cTnI) are the gold clinical diagnostic biomarkers for AMI [5]. The high-sensitivity cardiac troponin (hs-Tn) assays are very sensitive but less specific for AMI [6–8]. Therefore, there is a dire need to pinpoint novel AMI biomarkers that are earlier than cTnT in order to improve patients’ clinical outcomes.

Owing to the rapid, irreversible decline of cardiomyocyte function, the optimal treatment window of AMI is very short [9]. As a result, prolonging the optional window through pre-treatment is extremely important. Nitroglycerin (GTN), first used to relieve angina in 1867, remains the first-line pre-treatment for AMI [10]. GTN achieves its benefit by giving rise to nitric oxide (NO), causing vasodilation and increasing blood flow to the myocardium [11]. Although GTN alleviates the symptom and improves clinical outcomes of AMI, it could not protect the cardiomyocytes [11]. Therefore, large numbers of AMI patients receiving GTN pre-treatment still deteriorate relentlessly and eventually die of heart failure. Searching for a feasible and effective pre-treatment for cardiomyocyte protection after AMI remains a central goal in cardiac biology.

Protein detection plays a crucial role in cardiovascular disease diagnosis. For instance, cardiac troponins, such as cTnT and cTnI, are important diagnostic indicators in AMI [12]. Searching for protein markers during AMI not only has good clinical values but also provides molecular insights into the underlying pathology. Mass spectrometry (MS) is an effective technology for proteome analysis with obvious limitations [13, 14]. For example, with this method, Peng et al. [15] revealed that ENH2, which belongs to the PDZ-LIM protein family, is highly expressed after AMI, whereas the differentially expressed proteins are rare. One advance in MS-based targeted proteomics is data-independent acquisition mass spectrometry (DIA-MS) [16, 17]. By characterizing different molecules produced from different samples, this method combined with improved bioinformatics analyses is more sensitive in detecting peptides or proteins that are usually missing in traditional MS experiments [18, 19]. The present study is designed to investigate the cellular and molecular changes in different AMI stages in a mouse model through the combination of transcriptome and proteome analyses.

## Materials and methods

### Animals

Thirty male C57BL/6 mice (8 weeks old) were purchased from Shanghai Slake Experimental Animal Co., Ltd. The mice were randomly divided into different experimental groups. They were anesthetized by intraperitoneal injection of sodium pentobarbital (50 mg/kg). AMI was performed by ligation of the proximal left anterior descending coronary artery. Subsequently, the mice were sacrificed, and the infarcted myocardium was obtained for further experiments. For the VX-765 treatment, the VX-765 (50 mg/kg) was dissolved in the mix (2% DMSO + 30% PEG300 + ddH_2_O). It was intraperitoneally injected into mice 20 min after MI.

### Echocardiography

The echocardiography was performed with a VisualSonics Vevo 2100 Imaging System (VisualSonics Inc, Toronto, Canada). Mice were anesthetized with 1% isoflurane (Sigma Aldrich, MO, USA) supplemented with oxygen via a vaporizer. M-mode measurements were used to detect LV dimensions, such as left ventricular internal dimension in diastole (LVID:d), left ventricular internal dimension in systole (LVID:s). The LV ejection fraction (EF%) was calculated as follows: (LVID:d – LVID:s) / LVID:d × 100.

### Masson’s trichrome staining

For masson’s trichrome staining, the AMI tissues were fixed with 4% paraformaldehyde (pH 8.0) overnight, then embedded in paraffin, and sectioned (6 μM). The infarction sections were stained with hematoxylin & eosin (H&E) and imaged under high (×400) magnification using alight microscope (Leica, Germany) to determine the extent of tissue damage. Heart sections were stained with Masson’s trichrome staining and visualized under low (×12.5) and high magnification. Infarct size was evaluated according to the ratio of infarcted tissue compared with total endocardial circumference.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA was extracted with the RNAiso Reagent (TaKaRa, Japan) in accordance with the manufacturer’s instructions. 500 ng of total RNA was reversely transcribed using the PrimeScript RT reagent kit (TaKaRa). The resulting cDNAs were detected by SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad, Berkeley, USA). Primer sequences are listed in Supplementary Table 1. The fold changes were analyzed via the 2^−△△CT^ method.

### Western blots

The AMI tissues were lysed using strong RIPA buffer containing Halt Protease Inhibitor Cocktails (Thermo, Waltham, USA). Protein concentrations were evaluated with a bicinchoninic acid assay kit (Beyotime, Nantong, China). Primary antibodies targeting to beta actin (ab8226, Abcam, Cambridge, UK), CASPASE1 (ab138483, Abcam), WIPI1 (ab128901, Abcam) were incubated with targeted proteins at 4 °C overnight, followed by incubating with an appropriate horseradish peroxidase-conjugated secondary antibodies. Detection of horseradish peroxidase was performed with the Super Signal West Pico Chemiluminescent Substrate (Pierce).

### Preparation of RNA-seq library

Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3ʹ ends of DNA fragments, NEBNext Adaptors with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 250−300 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl of USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. Finally, the library preparations were sequenced on an Illumina Novaseq platform and 150 bp paired-end reads were generated.

### RNA-seq data processing and analysis

Firstly, cutadapt (V1.18) [20] was used to remove adaptor sequences, low-quality bases and reads shorter than 50 bases with parameters “-a AGATCGGAAGAGC -A AGATCGGAAGAGC -trim-n -m 50 -q 20,20”. Next, the trimmed clean data were mapped to mm10 reference genome using Hisat2 (V2.1.0) [21] with parameters “-dta-cufflinks -no-discordant”. After that, gene expression levels were quantified as Fragments Per Kilobase per Million mapped reads (FPKM) by stringtie (V1.3.4d) [22]. Genes with FPKM < 1 in all samples were filtered, and FPKM values of replicates were averaged.

Gene expression comparisons between each AMI sample and the control sample were performed by cufflinks (V1.3.0) [23] with parameters “-multi-read-correct”. Then, the differentially expressed genes (DEGs) were identified with *P* value < 0.05 and fold change (FC) of FPKM larger than 2.

### Protein sample preparation

Nine myocardium samples were lysed with lysis buffer (1% SDS, 7 M urea, 1× Protease Inhibitor Cocktail (Roche Ltd. Basel, Switzerland)) and centrifuged at 15,000 rpm for 15 min at 4 °C. The supernatant was collected, and the protein concentration of the supernatant was determined using the BCA protein assay (Beyotime Ltd. Shanghai, China). The protein samples were adjusted to 100 μl with 8 M urea. Then, 2 μl of 0.5 M TCEP was added, and the samples were incubated at 37 °C for 1 h. Next, 4 μl of 1 M iodoacetamide was added to each sample, followed by incubation for 40 min in the dark at room temperature. After that, five volumes of −20 °C pre-chilled acetone was added to precipitate the proteins overnight at −20 °C. The precipitates were washed by 1 ml of pre-chilled 90% acetone aqueous solution twice and then re-dissolved in 100 μl of 100 mM TEAB. Sequence-grade modified trypsin (Promega, Madison, WI) was added at the ratio of 1:50 (enzyme:protein, weight:weight) to digest the proteins at 37 °C overnight. The peptide mixture was desalted by a C18 ZipTip, quantified by the PierceTM Quantitative Colorimetric Peptide Assay (23275) and then lyophilized by a SpeedVac.

### High pH reverse-phase separation

The lyophilized peptide mixture was re-dissolved in buffer A (20 mM ammonium formate in water, pH 10.0, adjusted with ammonium hydroxide), then fractionated by high-pH separation using an Ultimate 3000 system (Thermo Fisher Scientific, MA, USA) connected to a reverse-phase column (XBridge C18 column, 4.6 × 250 mm, 5 μm (Waters Corporation, MA, USA)). High-pH separation was performed using a linear gradient, starting from 5% B to 45% B in 40 min (B: 20 mM ammonium formate in 80% ACN, pH 10.0, adjusted with ammonium hydroxide). The column was re-equilibrated at the initial condition for 15 min. The column flow rate was maintained at 1 ml/min, and the column temperature was maintained at 30 °C. Ten fractions were collected; each fraction was dried in a vacuum concentrator for the next step.

### DIA:nano-HPLC-MS/MS analysis

The peptides were re-dissolved in 30 μl of solvent A (0.1% formic acid in water) and analyzed by online nanospray LC-MS/MS on an Orbitrap Fusion Lumos (Thermo Fisher Scientific, Bremen, Germany) coupled to a Nano ACQUITY UPLC system (Waters Corporation, Milford, MA). Ten microliters of peptide was loaded onto the trap column (Thermo Fisher Scientific) with a flow rate of 300 nl/min and subsequently separated on the analytical column (Acclaim PepMap C18, 75 μm × 15 cm) with a nonlinearly increased gradient from 3% B (0.1% formic acid in ACN) to 7% B in the first 3 min, from 7% B to 20% B in the next 3−83 min, from 20% B to 32% B in the next 83−107 min, and from 32% B to 90% B in the next 107−108 min, followed by holding at 90% B for 12 min. The column temperature was 40 °C. An electrospray voltage of 2.1 kV versus the inlet of the mass spectrometer was used. The mass spectrometer was run under data-independent acquisition mode and automatically switched between MS and MS/MS mode. The parameters were: (1) MS: scan range (m/z) = 350−1200; resolution = 120,000; AGC target = 400,000; maximum injection time = 50 ms; (2) HCD-MS/MS: isolation window = 3 Th, resolution = 30,000; AGC target = 1,000,00; maximum injection time = 72 ms; collision energy = 35%; stepped CE = 5%.

### DIA-MS data processing and analysis

The raw data of DIA-MS were processed and analyzed by Spectronaut Pulsar X with default settings (BGS Factory Settings) to generate an initial target list, which contained 48,880 precursors, 37,512 unique peptides, 7381 proteins and 4916 protein group. Spectronaut was set up to search the database of Uniprot-proteome-mus-musculus_201711 (51,946 entries) assuming trypsin as the digestion enzyme. Carbamidomethyl (C) was specified as the fixed modification. Oxidation (M) was specified as the variable modifications. Qvalue (FDR) cutoff on precursor and protein level used 1%. All selected fragment ions passing the filters were used for quantification.

To quantify the protein abundance levels across samples, we summed up the most abundant peptides for each proteins according to the previous method [16, 24, 25]. Then, the protein expression values of replicates were averaged and the data matrix was log2 transformed for later statistical and bioinformatics analysis.

The differentially expressed proteins (DEPs) between samples of every time point after AMI and the control sample were identified with *P* value < 0.05 (Student’s *t* test) and absolute log2 ratio > 0.58.

### Functional annotations and enrichment analysis

To annotate the enriched functions of selected genes or proteins which were presented unique expression patterns, we performed Gene Ontology (GO) enrichment analyses of biological processes in DAVID Bioinformatics Resources (v6.8) with default settings. The Gene Set Enrichment Analysis (GSEA, V3.0) was performed, in which the list of genes were ranked by the expression fold change of the AMI-sample/Control-sample, and then a logistic model is used to detect gene sets (specialized gene sets of GO biological processes downloaded from MSigDB (https://www.gsea-msigdb.org/gsea/index.jsp) and Gene Ontology Resource (http://geneontology.org/)) that are consistently associated to high or low values in the ranked lists. The *P* value < 0.05 from the logistic regression was used to determine the statistical significance of GSEA analysis.

### Immune cell type abundance

To characterize the changes of immune cell composition after myocardial infarction, we used CIBERSORT [26] with specialized signature matrix. In detail, the signature matrix contains 644 cell-type-specific marker genes, which can distinguish 27 cell types including myocardial cell, cardiac fibroblasts and 25 immune cell types. The marker genes of 25 immune cell types were selected according to the previous method [27]. The data of myocardial cells and cardiac fibroblasts were downloaded from GSE89885, and the marker genes were defined as those specifically highly expressed in one cell type (FPKM > 10) but not expressed in other cell types (FPKM < 0.5).

### Construction of protein regulatory network related to pyroptosis

To reveal the regulatory relationship between genes and proteins, we used STRING (V11.0, https://string-db.org/) to predict the protein−protein interaction. Firstly, we generated the proteins list that were involved in pyroptosis pathway and specifically expressed in AMI samples. Next, the protein list was submitted to the STRING and the predicted results were selected with their combined score >0.4. Finally, the gene−protein regulatory network related to pyroptosis was graphically presented by Cytoscape (V3.7.0) [28], of which genes and proteins were distinguished by the shape of network nodes.

### Visualization of transcriptome and proteome data

R Studio (https://rstudio.com/) was used to run custom R scripts to perform Principal component analysis (PCA) and correlation analysis. The graphs were generally constructed by ggplot2 packages, such as bar graphs, volcano plots, and line plots.

### Electron microscopic study

Autologous emboli were analyzed by scanning electron microscope (SEM). After 3-h automatic retraction, specimens were washed three times with phosphate buffer, fixed for 120 min in 2% glutaraldehyde and rinsed three times with phosphate buffer. Samples were then fixed for 120 min with osmic acid, rinsed, and dehydrated in a graded series of ethanol concentrations (50, 70, 90 and 100%) over a period of 40 min and further dehydrated in a graded series of concentrations (50, 70, 90, 100%) of isoamyl acetate-ethanol solvent. The clots were dried with hexamethyldisilazane for 10 min and fractured naturally through pulling to obtain a fracture surface for analysis. Finally, clots were coated with gold-palladium prior to examination in an SEM (TM-1000, HITACHI).

### Statement of ethics

All animal experimental protocols adhered to the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* (NIH Publications No. 8023, revised 1978) and protocols approved by the Institutional Animal Care and Use Committee of Tongji University (Shanghai, China).

### Statistical analysis

All the results represented three or more independent experiments with the data expressed as the mean ± SD. Differences between the control and treatment groups were analyzed using Student’s *t* test in Graphpad.Prism 8. A *P* value < 0.05 was considered significant. The number of samples was declared in the corresponding figure legend section.

## Results

### Transcriptome and proteome profiling of mouse AMI model

In order to characterize the dynamic molecular changes and screen the molecular biomarkers in the early stages of AMI in vivo, we generated mouse AMI model by ligation of the proximal left anterior descending coronary artery. 

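RNA was sequenced from the left ventricle of 18 mice, 3 after a sham operation and 3 at each of 10 min, 1 h, 6 h, 24 h and 72 h after ligation of the left anterior descending coronary artery. The authors trimmed the reads with cutadapt, mapped them to the mm10 mouse genome with Hisat2 and estimated expression with stringtie as FPKM, the fragments per kilobase of transcript relative to all mapped fragments. The deposited table gives the FPKM of 24419 gene symbols in each mouse, without averaging of replicates. It lists 4957 symbols at 0 in all 18 mice, and 11086 symbols, these included, stayed below an FPKM of 1 in every mouse. The authors left genes of that kind out of their analysis, and the other 13333 genes were tested here. Each mouse had FPKM that summed to between 542418 and 600467, and the 10 most abundant genes held 14.6% of the sum in the sham group and 7.43% at 72 h on average. The table holds no read counts, so the depth of each library is not known directly. Ratios between the lowest FPKM of the same genes gave a depth relative to the first sham mouse, which ran from 0.813 to 1.32, with a median of 0.858 at 10 min and 1.3 at 72 h. For each time point, log2(FPKM + 1) of the 3 AMI mice was compared with that of the 3 sham mice by the moderated two-sided test of limma, with a trend of the variance on expression. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A log2 fold change is the difference of mean log2(FPKM + 1), which understates the change of genes with a low FPKM, and SE is its standard error from limma. With 3 mice against 3, an exact permutation test cannot give a p below 0.1. The tissue was sequenced as a whole, so that the FPKM of a gene depends on its expression in each cell type and on the share of each cell type.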

The infarct left ventricle tissues isolated at six time points spanning 0 min to 72 h were acquired for RNA-seq and DIA-MS (Fig. 1A). The infarct regions are mainly in the ventricular apical regions (Fig. 1B). Cardiac ultrasound results showed that the ejection fraction (EF) value in the AMI model group was significantly lower than that in the control group (Supplementary Fig. 1A). These results indicate that the mouse model effectively mimics the AMI process. Subsequently, we examined the expression patterns of the known cell-type-specific markers for cardiac myocytes (CM) and cardiac fibroblasts (CFs). 

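Expression of Slc2a4, Cs, Atp2a2, Tnnt2 and Pdk2, markers of cardiac myocytes (CM), was compared with that of Ltbp2, Comp and Cilp, markers of cardiac fibroblasts (CF). Tnnt2 lies on chromosome 1 from 135836354 to 135852260 of mm10, by the positions of GENCODE release M21. It had the highest mean FPKM of all genes in the sham group, 22863 ± 1227, and 10684 ± 1128 at 72 h (SD, n = 3 mice per group, log2 fold change -1.10, SE 0.17, adjusted p = 0.000341). Without a filter on low FPKM the adjusted p of Tnnt2 was 0.669, and quantile normalization could not test it, since Tnnt2 then had the same value in the mice compared. Atp2a2 had 3965 ± 52.9 FPKM in the sham group and 1347 ± 145 FPKM at 72 h (log2 fold change -1.56, SE 0.11, adjusted p = 3.65e-06). Cs had 608 ± 11.7 and 229 ± 30.2 FPKM (log2 fold change -1.41, SE 0.10, adjusted p = 3.36e-06). Slc2a4 went from 153 ± 6.09 to 40 ± 7.1 FPKM and Pdk2 from 129 ± 8.25 to 33.7 ± 7.8 FPKM, log2 fold changes of -1.93 and -1.93. All 5 CM markers were lower than sham at 72 h with an adjusted p under 0.05, 4 at 24 h and 2 at 6 h, with the same counts when adjusted over the list alone. None was called over all genes tested at 10 min or at 1 h, where 1 gene at each time had an unadjusted p under 0.05, and 1 was higher at 10 min when adjusted over the list alone. Among the CF markers, Ltbp2 had 0.618 ± 0.201 FPKM in the sham group, 0.661 ± 0.209 at 6 h, 5.5 ± 1.98 at 24 h (log2 fold change 1.96, SE 0.24, adjusted p = 0.00416) and 47.4 ± 10.3 at 72 h (log2 fold change 4.89, SE 0.15, adjusted p = 5.71e-08). A pseudocount of 0.1 in place of 1 moved its log2 fold change at 72 h most, to 6.07. Cilp went from 1.69 ± 0.708 to 31.9 ± 4.82 FPKM at 72 h (log2 fold change 3.63, SE 0.20, adjusted p = 8.93e-07), with 3.13 ± 2.6 FPKM at 24 h. Comp fell from 1.36 ± 0.188 FPKM in the sham group to 0.18 ± 0.0879 at 24 h (log2 fold change -1.0, SE 0.11, adjusted p = 0.0029) and stood at 6.44 ± 1.42 at 72 h (log2 fold change 1.64, SE 0.15, adjusted p = 1.42e-05).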

As expected, transcriptome data showed CM marker genes (*Slc2a4*, *Cs*, *Atp2a2*, *Tnnt2*, *Pdk2*) highly expressed in the sham and AMI samples, while CF maker genes (*Ltbp2*, *Comp*, *Cilp*) kept low expression until 72 h after AMI (Supplementary Fig. 1B). Proteome data also showed CM marker proteins (SLC2a4, TNNT2, ATP2A2, CS) in high abundance levels (Supplementary Fig. 1C).

**Fig. 1:**
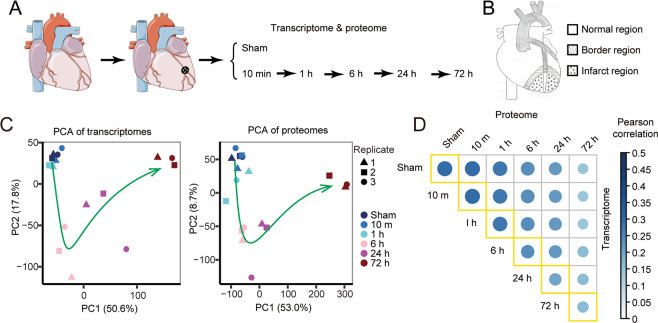
Transcriptome and proteome profiling of AMI model. **A** Schematic diagram of AMI model and the stages for transcriptome and proteome profiling. Eighteen mice were randomly divided into six groups. AMI was established by ligation of the proximal left anterior descending coronary artery indicated by the circled “x”. **B** Schematic diagram shows the infarct region indicated by dotted area. **C** Principal component analysis (PCA) of the transcriptome (left) and the proteome (right). Arrowed lines indicate the trajectory of AMI progress. **D** The correlation between the transcriptome and proteome profiles.

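Principal components were computed from log2(FPKM + 1) of the 13333 genes in the 18 mice, with each gene centred and scaled to unit variance. The first component (PC1) held 50.6% of the variance and the second (PC2) 17.8%, and without scaling of the genes PC1 held 65.6%. The distance of each mouse from the centre of the sham mice over PC1 and PC2 is given in percent of the mean distance at 72 h. Sham mice lay at 2.2% ± 0.941 (SD, n = 3), a distance shortened by their own part in the centre. The distance was 3.67% ± 3.94 at 10 min, 6.28% ± 1.01 at 1 h, 55.4% ± 14.7 at 6 h, 56.7% ± 22.7 at 24 h and 100% ± 8.02 at 72 h (SD, n = 3 mice each). An exact two-sided permutation test of the distances against those of the sham mice gave p = 0.7 at 10 min and p = 0.1, the smallest that 3 mice against 3 allow, at each later time. Of these distances, only that at 1 h moved by more than its SD under a setting tried, to 4.77% with quantile normalization and to 4.6% without the first 6 h mouse. The distance at 10 min was 1.92% without the third and 5.55% without the second 10 min mouse. Mice at 6 h, from 41.3% to 70.7%, overlapped in distance with those at 24 h, from 39.6% to 82.5%, of which the third mouse lay farthest out. On PC2 the 6 h mice lay between -113 and -51.8 and the 72 h mice between 22.8 and 32.1.

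**Figure D1:**
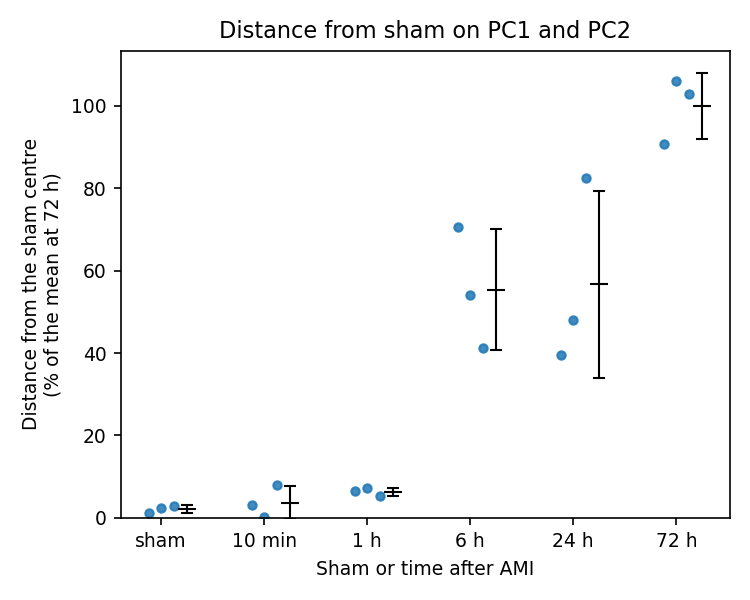
Distance of each mouse from the centre of the sham mice over PC1 and PC2, in percent of the mean distance at 72 h, by group. Points are mice and bars give the mean and SD (n = 3). The mice at 10 min and 1 h lie at or below 7.89%, and those at 72 h between 90.8% and 106%.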

The principal analysis (PCA) of the transcriptome profiles showed AMI samples in the extremely early stage (before 1 h) clustered together with sham samples, while samples of the later three time points separated following the trajectory to the development of AMI (Fig. 1C). These results suggested 6 h is the key time point of AMI process. Consistently, the PCA result of the proteome data also showed 6 h was the significant turning point (Fig. 1C). Interestingly, we found 1-h AMI sample obviously separated from sham samples in proteome (Fig. 1C). This indicated the involvement of post-transcriptional regulation. Correlation analysis between mRNA abundance and total protein levels in AMI samples revealed moderate correlations and these correlations weakened as AMI progressed (Fig. 1D). This further indicated the post-transcriptional regulation in AMI process. These results imply the dynamic changes in the transcription and expression of genes in AMI process.

### Myocardial tissue entered the immune-activated state at the early stage of AMI

To explore the dynamic molecular changes in the early stage of AMI, we identified the DEGs and the DEPs between the AMI samples and the sham samples. 

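By the paper's thresholds, an unadjusted p under 0.05 and a ratio of mean FPKM over 2, 92 genes were higher than sham and 66 lower at 10 min, and 149 were higher and 52 lower at 1 h. At 6 h 901 genes were higher and 470 lower, at 24 h 1555 and 376, and at 72 h 3526 and 1125. The p-values came from limma, since the cufflinks test of the authors needs the reads. With a Benjamini-Hochberg adjusted p under 0.05 and the same ratio, 4 genes were higher and 2 lower at 10 min, 63 and 2 at 1 h, 758 and 418 at 6 h, 1366 and 342 at 24 h, and 3518 and 1124 at 72 h. At any ratio, an unadjusted p under 0.05 was reached by 1957 of 13297 genes at 10 min, 1682 of 13300 at 1 h, 5663 of 13321 at 6 h, 6712 of 13327 at 24 h and 10505 of 13329 at 72 h. An adjusted p under 0.05 at any ratio was reached at 6 h by 1528 higher and 2217 lower genes. More genes were thus lower than higher at 6 h when small changes were counted. At 24 h these counts were 3482 higher and 1511 lower, and at 72 h 7080 and 3227. The median log2 fold change of all genes at 6 h was -0.0827. It was -0.0155 with median-of-ratios scaling and -0.0812 with quantile normalization. Since the counts at any ratio were not recomputed under another scaling, the excess of small falls at 6 h stays open to the scaling. Quantile normalization moved the direction at 72 h most, to 2243 higher and 2561 lower genes by adjusted p and ratio. Single mice moved some counts by adjusted p, which ran from 0 to 4 higher genes at 10 min and from 1 to 7 lower genes at 1 h with 1 mouse left out. Without the third 10 min mouse, 0 genes were higher and 0 lower at 10 min, and without the second sham mouse 7 were lower at 1 h. The first sham mouse left out gave 493 higher genes at 6 h, and 765 higher and 193 lower genes at 24 h. At 24 h, leaving out the second sham mouse gave 761 higher and 207 lower genes, and leaving out the third gave 227 lower genes. Without the third 24 h mouse, the paper's thresholds gave 250 lower genes at 24 h.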

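Among genes with an adjusted p under 0.05 and no overlap between the groups, the rises at 10 min were those of Arntl (from 0.389 ± 0.0921 to 3.52 ± 0.954 FPKM, SD, n = 3, log2 fold change 1.68, SE 0.15, adjusted p = 0.0417), Dpm1, Dusp1 and Spon2. The last 3 had log2 fold changes of 1.28, 1.14 and 1.13 and adjusted p of 0.0183, 0.0417 and 0.0417. Dpm1-adnp fell from 21.2 ± 0.51 to 0.551 ± 0.954 FPKM (log2 fold change -4.00, SE 0.37, adjusted p = 0.0417). It is a read-through gene, Gm20716 in GENCODE release M21, which covers most of Dpm1, and the summed FPKM of both genes was 33.3 ± 1.06 in the sham group and 31.4 ± 3.48 at 10 min. Each of these 5 genes had an adjusted p of 0.125 without the third 10 min mouse. Dpm1 also rose at 1 h (log2 fold change 1.46, SE 0.063, adjusted p = 0.000139), where Dpm1-adnp was listed at 0 in every mouse. Snhg20 had a smaller fall at 1 h (log2 fold change -0.59, adjusted p = 0.015, and 0.0903 without the second 1 h mouse). So had Nat2 (-0.38, adjusted p = 0.0449, and from 0.0832 to 0.172 with any 1 of the mice left out). At 24 h the largest rises were those of Arg1 (6.18), Slfn4 (6.06), Spp1 (5.63), Ankrd2 (5.54) and Chil3 (5.51 on the log2 scale), with adjusted p from 0.0003 to 0.00564. Arg1 differed widely between the 24 h mice, with 59.1, 23.8 and 276 FPKM. At 72 h Spp1 rose from 0.0351 ± 0.0246 to 312 ± 43.8 FPKM (log2 fold change 8.23, SE 0.10, adjusted p = 8.05e-09). It was followed by Lgals3, Gpnmb, Tnc and Postn, with log2 fold changes of 7.55, 7.28, 6.58 and 6.37 and adjusted p of at most 5.84e-08. The largest falls at 72 h were those of Cyp1a1 (log2 fold change -4.89, SE 0.60, adjusted p = 0.000101), Dbp (log2 fold change -4.38, SE 0.10, adjusted p = 1.83e-08) and Cyp26b1 (log2 fold change -3.38, SE 0.79, adjusted p = 0.00437). Cyp1a1 (-6.64) and Cyp26b1 (-2.66) were also among the 3 largest falls at 24 h, with Dpm1-adnp (-3.49, adjusted p = 0.0153, and 0.06 without the first sham mouse). The sham mice themselves varied in Cyp1a1, 184 ± 110.5 FPKM, and in Cyp26b1, 78.5 ± 92.8 FPKM, of which the second sham mouse had 185. The adjusted p of Cyp26b1 at 24 h was 0.0442, and 0.0537 without that mouse.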

Interestingly, the number of upregulated DEGs sharply increased in 6-, 24- and 72-h AMI samples (Fig. 2A). So were DEPs (Supplementary Fig. 2A). This further confirms that AMI 6 h is a critical stage when extensive molecular changes has occurred to facilitate AMI progress.

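At 6 h the largest rises were those of Mt2, S100a9, Lcn2, S100a8 and Hspa1a. Mt2 went from 35.7 ± 1.15 to 3812 ± 286 FPKM (SD, n = 3 mice, log2 fold change 6.70, SE 0.076, adjusted p = 6.92e-08). Lcn2 went from 4.18 ± 0.64 to 260.2 ± 4.44 FPKM (log2 fold change 5.66, SE 0.10, adjusted p = 5.22e-07). The other 3 had log2 fold changes of 6.24 for S100a9, 5.43 for S100a8 and 5.34 for Hspa1a, with adjusted p of 0.00234, 0.00291 and 0.00101. Their FPKM at 6 h had an SD nearly as large as the mean, as in 382 ± 349.7 for S100a9. Cyp1a1 (log2 fold change -4.32, SE 0.40, adjusted p = 0.00115), Cyp26b1 (-2.94, adjusted p = 0.0408, and 0.0949 without the second 6 h mouse) and Aplnr (log2 fold change -2.21, SE 0.15, adjusted p = 0.000494) fell most. Compared directly with the 6 h mice, the 24 h mice had 586 higher and 126 lower genes by adjusted p and ratio, with an unadjusted p under 0.05 in 4869 of 13328 genes at any ratio. Those counts fell to 1 higher and 1 lower gene without the second or without the third 6 h mouse. They were 24 higher and 4 lower without the second 24 h mouse, and 132 and 20 without the first 6 h mouse. Without the first 24 h mouse they were 757 and 149. A replicate block, which leaves out no mouse, gave 1 higher and 0 lower genes. Both changes lower the power of the test, so a smaller count does not show that the result rested on the mouse left out. From 24 h to 72 h, 2029 genes were higher and 408 lower, and an unadjusted p under 0.05 was reached by 6893 of 13330 genes. From the rise in the number of DEGs and DEPs, the paper concludes that 6 h is a critical stage of AMI.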

**Fig. 2:**
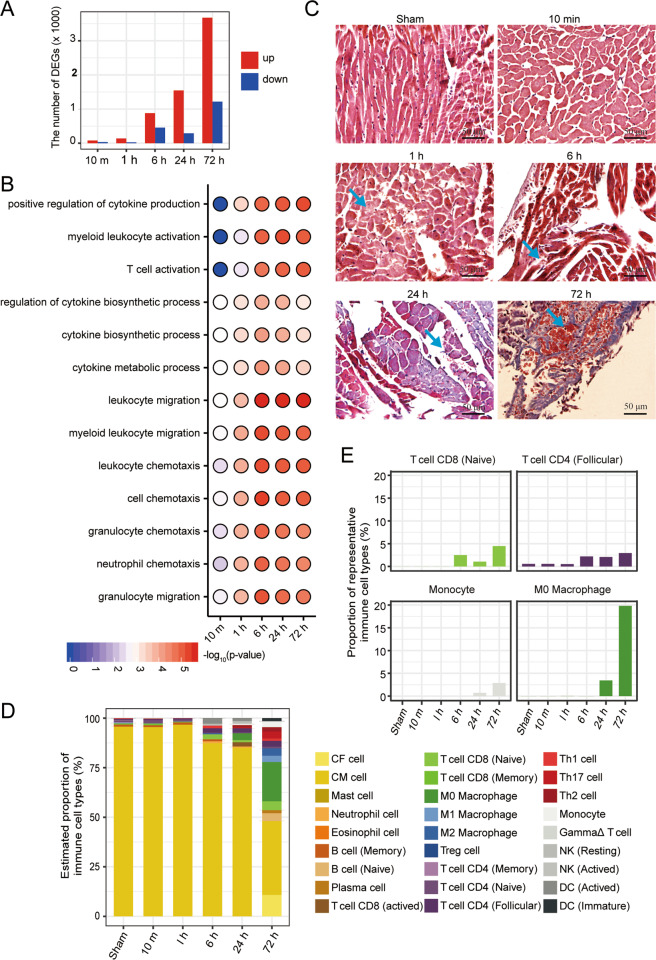
Immune response at the early stage of AMI. **A** The number of the differentially expressed genes (DEGs) between AMI samples and the control sample. Red: upregulated, blue: downregulated. **B** Bubble diagram shows the significantly enriched GO terms (biological processes) of upregulated DEGs. **C** Masson staining results show the morphologic changes in AMI samples compared to the control sample. The arrows indicate the damaged cardiomyocytes at 1, 6 and 24 h. At 1 h, the cytoplasm of the cardiomyocytes begins to swell, and then the cells begin to disintegrate at 6 h; the fibrosis were found around the cardiomyocytes at 24 h, and the space made by the dead cardiomyocytes was occupied by red blood cells and immune cells at 72 h (Bar = 50 μm). **D** The composition of immune cells in the infarcted myocardia at different stages of AMI. CM cardiac myocytes, CF cardiac fibroblasts. **E** The dynamic proportion of the representative types of immune cells in the course of AMI development, indicating the activation of immune infiltration.

We further explored what functional events occurred in the progresses of AMI. 

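GO terms were not analysed here, and lists of genes taken by symbol stand in their place. Genes were ranked by log2 fold change, and the enrichment of each list of at least 5 tested genes at the top or bottom of the ranking was tested with fgsea and 10000 permutations of the genes. Benjamini-Hochberg adjustment covered all 100 tests of 20 lists at 5 time points, and a normalized enrichment score (NES) above 0 stands for higher expression than sham. The chemokine ligands (28 genes) were shifted at 1 h (enrichment score 0.72, NES 1.97, adjusted p = 0.0178), 6 h (enrichment score 0.87, NES 2.37, adjusted p = 0.00139), 24 h (enrichment score 0.83, NES 2.21, adjusted p = 0.00139) and 72 h (enrichment score 0.73, NES 1.95, adjusted p = 0.00148). The first of these was not called without the first sham mouse (adjusted p = 0.0508). Over all genes tested, 5 chemokine ligands were higher at 1 h, 15 at 6 h, 14 at 24 h and 20 at 72 h, and 6, 16, 15 and 20 when adjusted over the list alone, with at most 2 lower at any of these times. The interleukins (11 genes, Il1rn included) were shifted at 6 h (enrichment score 0.84, NES 1.88, adjusted p = 0.00389) and 24 h (enrichment score 0.80, NES 1.78, adjusted p = 0.00519). At 72 h their adjusted p was 0.089 (NES 1.44). At 24 h the adjusted p of the interleukins was 0.0812 without the third 24 h mouse, and at 72 h it was 0.0394 without the second 72 h mouse. Interleukins higher over all genes tested numbered 6 at 6 h, 3 at 24 h and 8 at 72 h, and 6, 5 and 8 when adjusted over the list alone. Those lower numbered 1, 2 and 2 over all genes tested, and 2 at each time when adjusted over the list alone. Toll-like receptors (9 genes) were shifted at 6 h (enrichment score 0.79, NES 1.69, adjusted p = 0.0306), 24 h (enrichment score 0.83, NES 1.77, adjusted p = 0.00524) and 72 h (enrichment score 0.86, NES 1.83, adjusted p = 0.00188). For 6 h the adjusted p was 0.187 without the first 6 h mouse and 0.0584 without the first sham mouse. Of them, 3, 6 and 9 were higher at these times over all genes tested, and 3, 8 and 9 when adjusted over the list alone. The fgsea test takes the genes of a list as independent of each other. Under fry, which does not, the shift of the Toll-like receptors at 6 h (adjusted p = 0.221) and that of the interleukins at 24 h (adjusted p = 0.191) were not called, and that of the interleukins at 72 h was (5.56e-05). Under camera with a correlation estimated for each list, the adjusted p of the 100 tests was 0.497 or more. That form of camera did not call even the pan-leukocyte genes at 72 h (adjusted p = 0.559), of which all 10 were higher. With 3 mice per group it could thus not tell shifted lists from others, and it does not argue against the shifts. Ranking by the moderated statistic of limma moved the interleukins at 24 h most among the other rankings, to an adjusted p of 0.711.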

GO analysis of the upregulated DEGs showed that the immunity-related pathways, such as myeloid leukocyte activation and cytokine biosynthetic process, were significantly activated (Fig. 2B). Similarly, the upregulated DEPs were also enriched for the immunity-related pathways, such as humoral immune response, leukocyte mediated immunity, etc. (Supplementary Fig. 2B). 

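Cxcl1 went from 1.18 ± 0.171 FPKM in the sham group to 20 ± 1.11 at 1 h (SD, n = 3 mice, log2 fold change 3.27, SE 0.083, adjusted p = 2.31e-05) and 55.7 ± 33.3 at 6 h (log2 fold change 4.51, SE 0.42, adjusted p = 0.00124). It was 21.5 ± 20.7 FPKM at 24 h and 5.2 ± 1.75 at 72 h, log2 fold changes of 2.99 and 1.47 with adjusted p of 0.0102 and 0.000125. Ccl2 had 3.25 ± 0.271 FPKM in the sham group, 66.3 ± 19.8 at 6 h (log2 fold change 3.95, SE 0.20, adjusted p = 0.000218), 106 ± 84.9 at 24 h (log2 fold change 4.39, SE 0.47, adjusted p = 0.0029) and 109 ± 51.5 at 72 h (log2 fold change 4.60, SE 0.26, adjusted p = 1.12e-06). Cxcl2 had 0.129 ± 0.0198 FPKM in the sham group and 36.2 ± 27.2 at 6 h (log2 fold change 4.72, SE 0.55, adjusted p = 0.00238). Il6 was close to 0 in the sham group, with 0.0057 ± 0.00988 FPKM. It had 8.4 ± 6.14 FPKM at 6 h (log2 fold change 2.93, SE 0.54, adjusted p = 0.0105) and 1.44 ± 0.446 at 72 h (log2 fold change 1.26, SE 0.14, adjusted p = 4.71e-05). At 24 h the mean of both genes rested on the third mouse. Cxcl2 had 13.8, 2.33 and 174 FPKM in the 3 mice at 24 h (log2 fold change 4.18, adjusted p = 0.0406, and 0.0677 without the first 24 h mouse). The adjusted p of Il6 at 24 h was 0.098 (log2 fold change 1.26), and 0.0169 without the third mouse (log2 fold change 0.59). Cxcl2 had 2.53 ± 0.526 FPKM at 72 h (log2 fold change 1.64, SE 0.12, adjusted p = 4.38e-06), which was not called when all 18 mice shared one fit (adjusted p = 0.122).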

Consistently, the immunity-related genes were highly expressed at 6-h AMI and later stages (Supplementary Fig. 2C). These results suggested that the immune system was activated in the early stage of AMI.

To confirm the activated immune system, we detected the morphological changes of the AMI tissues. Masson staining results displayed that the cardiomyocytes decreased gradually, and the granulocytes continuously infiltrated into the infarction region (Fig. 2C). Thus, these results provided further evidence that myocardial tissue entered the immune-activated state at the early stage of AMI.

Next, we employed CIBERSORT, which is an approach to define the compositions of immune cell populations in tissues based on the expression profiles [26], to identify what kind of immune cells were involved in the inflammatory response in the early stage of AMI. 

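The deconvolution of cell proportions was not repeated here, and lists of marker genes of each cell type stand in its place. The cardiomyocyte list holds Myh6, Myl2, Myl3, Tnni3, Tnnc1, Actc1, Ryr2, Pln, Ckm and Mb. Its mean log2(FPKM + 1) was 12.01 ± 0.025 in the sham group and 10.39 ± 0.25 at 72 h (SD, n = 3 mice), a change of -1.61, after -0.23 at 6 h and -0.69 at 24 h. With quantile normalization the change at 24 h was -0.38, and that at 72 h moved most with it, to -1.02. By adjusted p under 0.05 over all genes tested, 2 of the 10 genes were lower at 6 h, 7 at 24 h and 10 at 72 h, and 1, 7 and 10 when adjusted over the list alone. The count at 24 h was 2 without the first, 3 without the second and 4 without the third sham mouse. That at 6 h was 1 without any 1 of the sham mice or the first 6 h mouse, and 5 without the second 6 h mouse. At 10 min and 1 h none of the 10 was called over all genes tested, with 2 and 3 genes at an unadjusted p under 0.05, and adjusted over the list alone 1 gene was higher at 10 min. A marker list follows the share of a cell type only if the expression per cell stays the same, which was not measured.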

The results showed that cardiac myocytes accounted for the majority of cells as expected, whose proportion decreased as AMI advanced. Contrarily, the proportion of immune cells gradually increased since AMI 6 h and had a precipitous augmentation at 72 h. 

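Genes shared by most leukocytes (Ptprc, Itgb2, Coro1a, Laptm5, Cd52, Cd53, Arhgdib, Lcp1, Tyrobp and Fcer1g) had a mean log2(FPKM + 1) of 2.60 ± 0.077 in the sham group, 3.55 ± 0.65 at 6 h, 4.85 ± 0.60 at 24 h and 6.29 ± 0.095 at 72 h (SD, n = 3 mice). The changes from sham were 0.95, 2.25 and 3.69 on the log2 scale, and a pseudocount of 0.1 moved the last one most, to 4.01. The change at 6 h was 0.62 without the first 6 h mouse. Of the 10 genes, 4 were higher at 6 h over all genes tested and 7 when adjusted over the list alone, and 10 were higher by both counts at 24 h and at 72 h. The count at 6 h over all genes tested ran from 0 to 9 with 1 mouse left out, with 0 without the first or the second sham mouse, 2 without the third sham mouse or the third 6 h mouse, and 9 without the second 6 h mouse. With all mice, 7 of the 10 genes had an unadjusted p under 0.05 at 6 h. Ptprc, which encodes CD45, had 0.784 ± 0.101 FPKM in the sham group, 2.1 ± 1.24 at 6 h and 11.1 ± 3.57 at 72 h (log2 fold change 2.72, SE 0.19, adjusted p = 3.07e-06).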

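The macrophage list (Adgre1, Cd68, Csf1r, C1qa, C1qb, C1qc, Mrc1, Fcgr1, Mertk and Msr1) changed by 0.32 at 6 h, 1.21 at 24 h and 3.40 at 72 h in mean log2(FPKM + 1), from 3.67 ± 0.12 in the sham group (SD, n = 3 mice). Over all genes tested, 4 of its genes were higher and 2 lower at 6 h, and 7 were higher at 24 h and 10 at 72 h. When adjusted over the list alone, 5, 8 and 10 were higher and 2 lower at 6 h. Leaving out the first or the second sham mouse left 1 higher gene at 6 h, and leaving out the first 6 h mouse left 2. Cd68 went from 5.54 ± 1.18 to 199 ± 12.2 FPKM at 72 h (log2 fold change 4.95, SE 0.13, adjusted p = 3.19e-08). Csf1r went from 45.3 ± 1.36 to 295 ± 32.4 (log2 fold change 2.67, SE 0.086, adjusted p = 6.43e-08) and Adgre1 from 1.28 ± 0.256 to 24.6 ± 1.74 (log2 fold change 3.49, SE 0.10, adjusted p = 4.21e-08). Fibroblast markers (Col1a1, Col1a2, Col3a1, Dcn, Lum, Pdgfra, Postn, Fn1, Dpt and Tcf21) changed by -0.24, 0.74 and 3.50 at the same times, with all 10 genes higher at 72 h by both counts. Endothelial markers changed by 0.034, -0.21 and -0.39, with 6 of 10 genes lower and 1 higher at 72 h by both counts. The endothelial change at 72 h was -0.63 with median-of-ratios scaling and -0.56 with quantile normalization. Lists of different cell types differ in how many transcripts a cell makes, so that their changes do not rank the cell types by number.

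**Figure D2:**
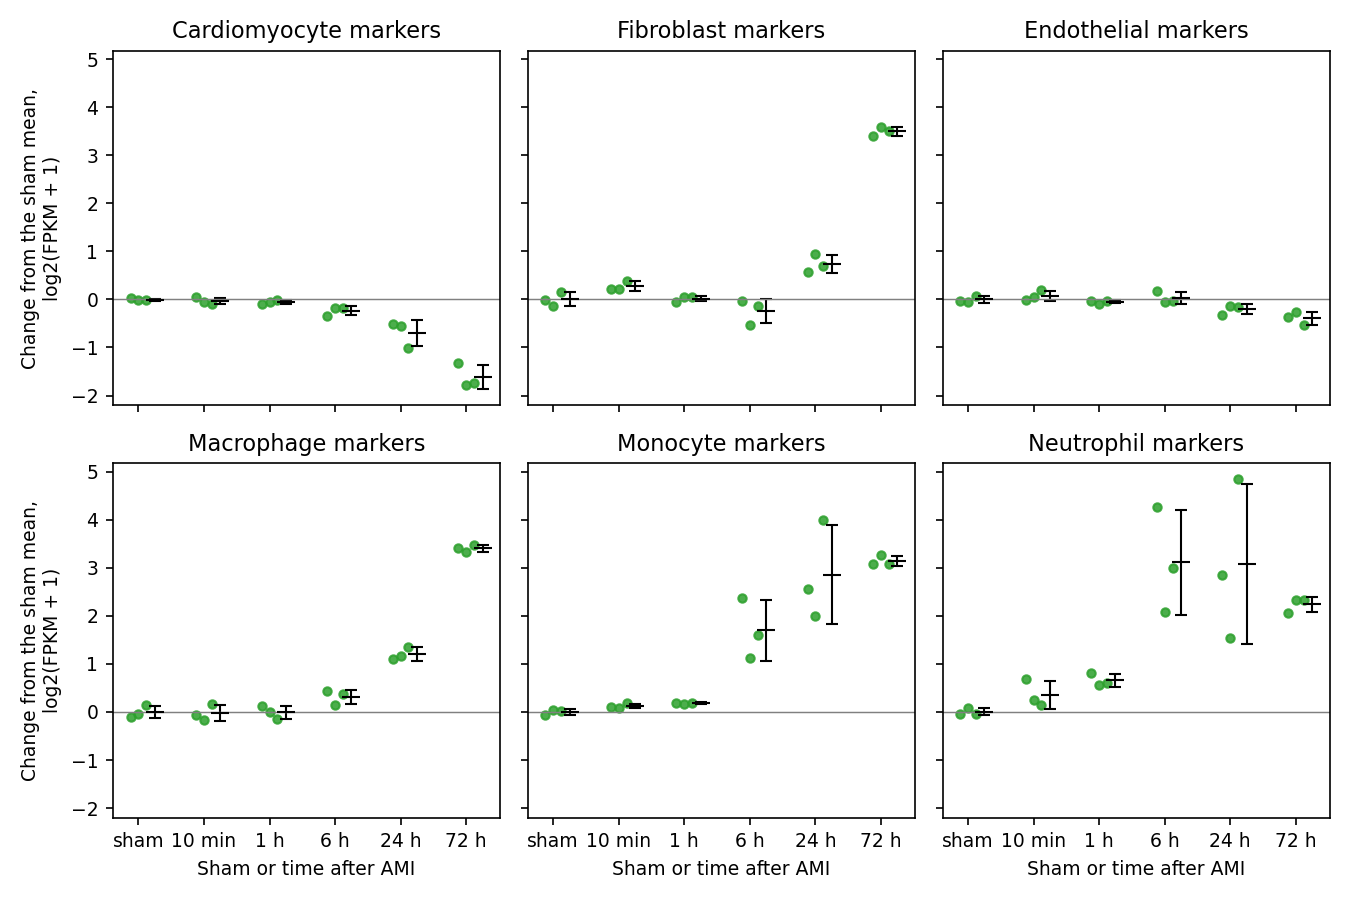
Change of the mean log2(FPKM + 1) of each marker list from its sham mean, in each mouse, by group. Points are mice and bars give the mean and SD (n = 3). At 72 h the cardiomyocyte list lies 1.61 below its sham mean, and the macrophage list 3.40 above.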

Of note, the majority of immune cells is M0 macrophages (Fig. 2D). Specifically, the proportion of T-cell CD8 (naïve) and T-cell CD8 (follicular) increased from AMI 6 h while monocytes and macrophages showed an increased proportion since AMI 24 h (Fig. 2E). 

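Genes of CD8 T cells were near the lower end of the table, with 0.00669 ± 0.0116 FPKM of Cd8a in the sham group, 0.13 ± 0.0477 at 6 h and 0.229 ± 0.115 at 72 h, and 0.117 ± 0.0566, 0.205 ± 0.0824 and 0.483 ± 0.315 FPKM of Cd8b1 (SD, n = 3 mice). Neither reached an FPKM of 1 in any mouse, so neither was tested. Of the general T cell list, 3 of 10 genes were tested and no group mean exceeded 3.71 FPKM. Of 6 genes of follicular CD4 T cells, 2 were tested, with a highest group mean of 7.43 FPKM. The paper's text names its follicular T cells as CD8, so this list does not test that statement. A list of 9 monocyte markers, Ly6c2, Ccr2, Chil3 and Cd14 among them, changed by 1.70 at 6 h, 2.85 at 24 h and 3.14 at 72 h in mean log2(FPKM + 1). All 9 were higher at each of these times, over all genes tested and when adjusted over the list alone. The count at 24 h was 4 without the first or the second sham mouse and 5 without the third. With a pseudocount of 0.1 the changes were 3.08, 4.45 and 4.77. Ccr2 had 0.638 ± 0.139 FPKM in the sham group, 2.63 ± 0.792 at 6 h and 18.3 ± 8.06 at 24 h (log2 fold change 3.48, SE 0.27, adjusted p = 0.00153). Neutrophil markers changed by 3.11, 3.08 and 2.24, with 10, 7 and 9 of 10 genes higher over all genes tested and 10, 9 and 9 when adjusted over the list alone. With a pseudocount of 0.1 they changed by 5.19, 5.06 and 4.04. At 24 h the count was 1, 2 and 3 genes without the first, the second and the third sham mouse.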

Previous studies have reported macrophages were critically involved in wound healing following myocardial infraction [29, 30]. Hence, T-cell CD8 (naïve) and T-cell CD8 (follicular) could play an important role in the inflammatory response at the early stage of AMI, which could be studied to attenuate the symptoms of AMI and improve heart function.

### Pyroptosis is activated in AMI

Interestingly, gene set enrichment analysis (GSEA) results revealed that the upregulated DEGs of AMI 72-h sample compared to the sham sample were significantly enriched for apoptosis (Supplementary Fig. 2D). 

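A list of 46 tested apoptosis genes, from the BCL2 family, death receptors, caspases and their regulators, was shifted at 72 h (enrichment score 0.55, NES 1.57, adjusted p = 0.0109) and at 24 h (enrichment score 0.61, NES 1.74, adjusted p = 0.00357). It stands in place of the gene set of the paper, whose members its text does not list. At 6 h its adjusted p was 0.0721 (NES 1.51). Over all genes tested, 33 genes were higher and 7 lower at 72 h, with the same counts when adjusted over the list alone. At 24 h 21 were higher and 3 lower, or 23 and 3 when adjusted over the list alone. Under fry the adjusted p was 5.56e-05 at 72 h and 0.0469 at 24 h, and with the genes ranked by the moderated statistic the adjusted p at 24 h was 0.0531.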

Consistently, the apoptosis-related genes were highly expressed as AMI advanced (Supplementary Fig. 2E).

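Bax had 24.5 ± 1.28 FPKM in the sham group, 59.9 ± 19.5 at 24 h (SD, n = 3 mice, log2 fold change 1.21, SE 0.21, adjusted p = 0.00873) and 74.2 ± 5.43 at 72 h (log2 fold change 1.56, SE 0.074, adjusted p = 4.24e-07). Bok rose to 67.1 ± 7.61 FPKM at 72 h from 10.3 ± 1.75 (log2 fold change 2.60, SE 0.12, adjusted p = 4.15e-07). Bcl2l1, whose long product inhibits apoptosis, was highest at 6 h, with 149 ± 32.5 FPKM against 49.9 ± 9.39 in the sham group (log2 fold change 1.55, SE 0.20, adjusted p = 0.00314), and had 54.5 ± 2.53 FPKM at 72 h. Among the genes that fell at 72 h was Cycs, from 2543 ± 79.5 to 1269 ± 209.6 FPKM (log2 fold change -1.01, SE 0.13, adjusted p = 0.00013). Endog fell as well, from 84.5 ± 2.58 to 34.9 ± 5.99 FPKM (log2 fold change -1.27, SE 0.12, adjusted p = 1.74e-05).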

Previous studies have demonstrated that pyroptosis, a programmed cell death, is closely associated with cell apoptosis and is accompanied by inflammatory response [31]. Therefore, we evaluated whether pyroptosis plays an important role in AMI. We performed GSEA with the specified pyroptosis gene set, which was downloaded from Gene Ontology Resource and contained 20 genes. 

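The pyroptosis set was taken from the genes shown in the heat maps of Fig. 3A and 3B, of which 19 are in the table and 11 were tested. The paper gives 20 genes for its set, so the tests stand on a part of that set. The set was not called at 24 h (enrichment score 0.43, NES 0.96, adjusted p = 0.655) or at 72 h (enrichment score 0.64, NES 1.43, adjusted p = 0.0975). At 6 h its adjusted p was 0.375 (NES 1.19). At 72 h the call depended on the setting, with an adjusted p of 0.00947 with a pseudocount of 0.1, 0.0444 without a filter on low FPKM, 0.0427 after rescaling of each mouse to the same sum, 0.0474 with the genes ranked by the moderated statistic, 0.00012 under fry and 0.0441 under camera with a preset correlation of 0.01. Of these 6 settings, fry tests the genes of the set by themselves, and the other 5 test them against the other genes. At 24 h the adjusted p stayed between 0.0786 and 0.819 under the settings tried. The mean log2(FPKM + 1) of the 11 genes changed by 0.34 at 24 h and 1.14 at 72 h, from 1.30 ± 0.052 in the sham group (SD, n = 3 mice).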

GSEA results revealed that the upregulated DEGs of both 24 and 72 h AMI 24-h samples compared to the sham samples were significantly enriched for pyroptosis. 

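Of the 11 tested pyroptosis genes, 10 were higher and 1 lower at 72 h, and 3 were higher and 1 lower at 24 h, with the same counts when adjusted over the list alone. At 6 h 1 was higher and 1 lower by both counts, and at 10 min and 1 h none was called, with 1 gene at each time at an unadjusted p under 0.05. Casp1 lies on chromosome 9 from 5298517 to 5307265 of mm10 and Gsdmd on chromosome 15 from 75862327 to 75867408. The FPKM of Casp1 was 2.33 ± 0.324 in the sham group, 2.25 ± 0.419 at 10 min, 1.7 ± 0.0199 at 1 h, 1.59 ± 0.0323 at 6 h, 3.33 ± 0.0352 at 24 h and 13.3 ± 1.1 at 72 h (SD, n = 3 mice). Its log2 fold change was -0.30 at 1 h (SE 0.084, adjusted p = 0.266), -0.36 at 6 h (SE 0.10, adjusted p = 0.0352), 0.38 at 24 h (SE 0.11, adjusted p = 0.0298) and 2.11 at 72 h (SE 0.10, adjusted p = 3.55e-07). Of 15 settings, the call of Casp1 was lost under 10 at 6 h and under 8 at 24 h, among them no filter on low FPKM (adjusted p of 0.0664 and 0.0532), median-of-ratios scaling (0.0644 and 0.0771), quantile normalization (0.0532 and 0.281), the replicate block (0.0798 and 0.0626), and the fits without the first (0.117 and 0.0532), the second (0.0766 and 0.112) or the third sham mouse (0.0772 and 0.11). It was also lost at 6 h without any 1 of the 6 h mice (from 0.0538 to 0.069), and at 24 h without the second 24 h mouse (0.0586). Gsdmd had 1.64 ± 0.0827 FPKM in the sham group, 1.56 ± 0.19 at 1 h, 1.36 ± 0.0322 at 6 h, 2.34 ± 0.802 at 24 h and 5.13 ± 0.828 at 72 h. It changed by -0.042 at 1 h (SE 0.076, adjusted p = 0.854), -0.16 at 6 h (SE 0.078, adjusted p = 0.166), 0.31 at 24 h (SE 0.17, adjusted p = 0.188) and 1.21 at 72 h (SE 0.11, adjusted p = 1.31e-05). The change of Gsdmd at 1 h was 0.010 without the second 1 h mouse, and at 24 h its adjusted p was 0.0426 without the first 24 h mouse. Apip was the gene that fell, from 14.2 ± 1.0 to 8.65 ± 1.15 FPKM at 24 h (log2 fold change -0.66, SE 0.12, adjusted p = 0.00901) and 7.24 ± 0.863 at 72 h (log2 fold change -0.89, SE 0.094, adjusted p = 4.00e-05). Casp4 was higher from 6 h (log2 fold change 1.64, SE 0.21, adjusted p = 0.0033), with 9.86 ± 0.601 FPKM at 72 h against 1.65 ± 0.416 in the sham group (log2 fold change 2.04, SE 0.12, adjusted p = 1.16e-06). Its adjusted p at 24 h was 0.0212 (log2 fold change 1.22), and 0.0775 without the second sham mouse.

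**Figure D3:**
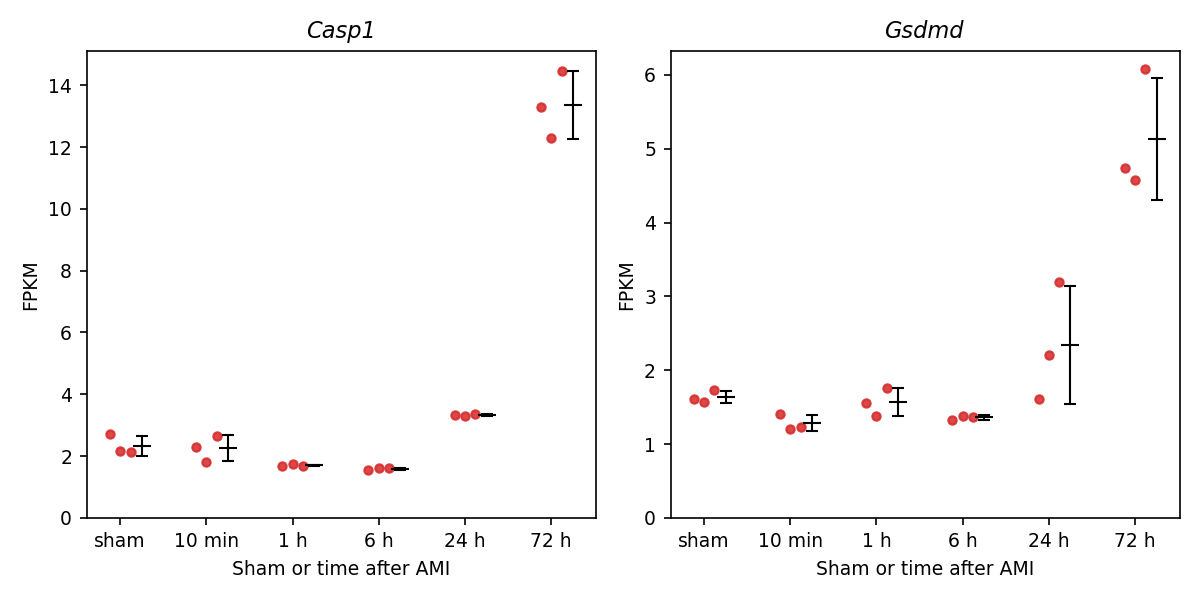
FPKM of Casp1 and Gsdmd in each mouse, by group. Points are mice and bars give the mean and SD (n = 3). Mean FPKM at 72 h is 13.3 for Casp1 and 5.13 for Gsdmd, against 2.33 and 1.64 in the sham group.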

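The pyroptosis genes were also compared with the pan-leukocyte genes in the same mice, as the difference of log2(FPKM + 1) between each gene and the mean of the pan-leukocyte list, tested with limma over the 11 genes. At 72 h the changes of all 11 genes lay below that of the leukocyte genes, with a median difference of -2.35 and a range from -4.58 to -1.58, and at 24 h those of all 11 did, with a median of -1.90. At 6 h 10 of the 11 lay below, each with an unadjusted p under 0.05 from limma, which takes the 11 differences as independent. The other gene, Casp4, lay above by 0.69 without being called (limma, adjusted p = 0.0585). All 11 differences subtract the same leukocyte mean, and each had an SE of 0.355 at 6 h. These p-values thus overstate the evidence, which rests on the same 6 mice for every gene. The median difference at 6 h was -1.01. In ratios of mean FPKM without a pseudocount, the median log2 ratio to sham at 72 h was 2.69 over the pyroptosis genes and 4.14 over the pan-leukocyte genes. Among the low genes of the set at 72 h, Nlrc4 had 0.823 ± 0.259 FPKM (log2 fold change 0.72, SE 0.12, adjusted p = 0.000542, and an adjusted p of 0.182 with quantile normalization), Naip6 had 1.08 ± 0.0606 (log2 fold change 0.92, SE 0.079, adjusted p = 1.10e-05) and Nlrp1b had 1.87 ± 0.271 (log2 fold change 1.34, SE 0.094, adjusted p = 3.65e-06).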

Most pyroptosis genes were highly expressed in the AMI samples (Fig. 3A, B). The core genes of the pyroptosis pathway *Gsdmd* and *Casp1* were significantly upregulated since AMI 1 h (Fig. 3C). The protein level of CASPASE1, a protein on which the pyroptosis pathway depends, also significantly increased in the AMI progress (Fig. 3D), so was its activity (Fig. 3E). Additionally, the electron microscopy confirmed the cellular morphology of pyroptosis in the AMI samples (Fig. 3F). All these results suggested the important role of pyroptosis in AMI.

**Fig. 3:**
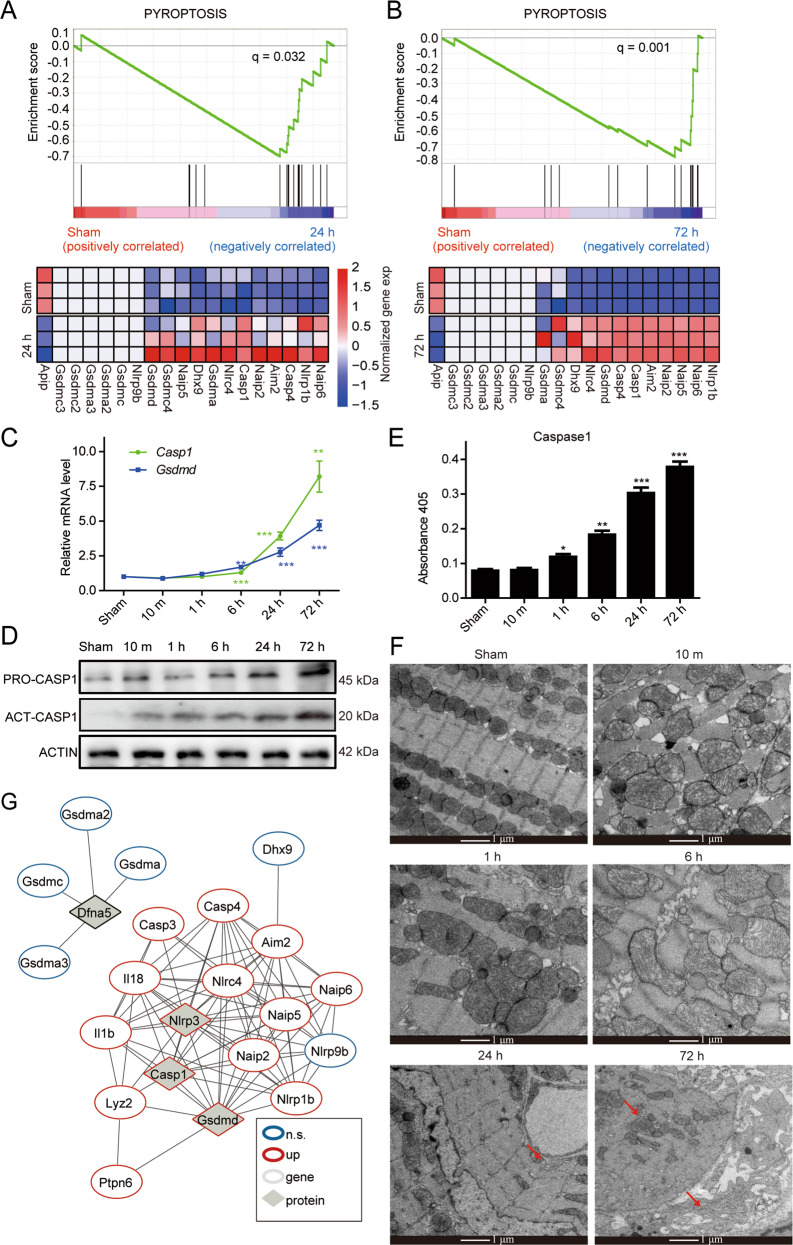
The pyroptosis signaling pathway is activated with the AMI development. **A**, **B** GSEA results: pyroptosis-related genes are upregulated in the infarcted myocardia at 24 h (**A**) and 72 h (**B**) of AMI model. **C** qRT-PCR results show the continuously increased expression levels of the representative pyroptosis marker genes along the AMI development (*n* = 3, **P < 0.01, ***P < 0.001, Student’s *t* test). **D** Western blotting shows the continuously increased protein levels of PRO-CASP1 and ACT-CASP1 along the AMI development. **E** The continuously increased activity of the pyroptosis marker gene *Caspase1* during the AMI development (*n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test). **F** Electronic microscopic results show the morphologic changes in the AMI samples compared to the sham samples. Arrows indicate pyroptotic bodies (Bar = 1 μm). **G** The network composed of the pyroptosis signaling pathway genes indicates the active interactions. n.s. not significant.

To further reveal the mutual regulation of pyroptosis-related genes, protein−protein interaction network analysis was performed. The result showed apoptosis-depended proteins CASPASE1 and GSDMED, and NLRP3 (NACHT, LRR and PYD domains-containing protein 3) were at the core position of network (Fig. 3G). Other NLR family members (such as, Nlrp1b, Naip6, Naip2) and interleukin (such as, Il1b, Il18) tightly interacted in the network. Additionally, the expression patterns of genes in the regulation network were consistent (Supplementary Fig. 3). These findings provided guidance for researching the regulatory mechanism of pyroptosis during AMI.

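The 16 genes shown in Supplementary Fig. 3 form a set picked by the paper, which was shifted at 6 h (enrichment score 0.76, NES 1.85, adjusted p = 0.00573), 24 h (enrichment score 0.72, NES 1.71, adjusted p = 0.0102) and 72 h (enrichment score 0.79, NES 1.91, adjusted p = 0.00149). By the paper's methods, the network started from pyroptosis proteins with expression specific to AMI samples. Since the genes may thus have been picked on these mice, neither the set shifts nor the gene counts are independent evidence. Over all genes tested, 4 were higher and 1 lower at 6 h, 9 were higher at 24 h and 16 at 72 h, and 4, 10 and 16 were higher when adjusted over the list alone, with 1 lower at 6 h. Under fry the shift at 6 h was not called (adjusted p = 0.28), and a pseudocount of 0.1 gave an adjusted p of 0.054. Il1b had 0.393 ± 0.0258 FPKM in the sham group, 29.9 ± 20.6 at 6 h (SD, n = 3 mice, log2 fold change 4.16, SE 0.56, adjusted p = 0.00369), 38.5 ± 56.3 at 24 h and 9.74 ± 2.62 at 72 h (log2 fold change 2.92, SE 0.16, adjusted p = 1.01e-06). Its mean at 24 h rested on the third mouse, with 7.68, 4.3 and 103 FPKM (log2 fold change 3.60, adjusted p = 0.0326, and 0.0943 without the first sham mouse). Nlrp3 had 0.197 ± 0.0753 FPKM in the sham group, 2.36 ± 2.06 at 6 h, 3.95 ± 4.6 at 24 h and 2.31 ± 0.28 at 72 h (log2 fold change 1.47, SE 0.10, adjusted p = 2.74e-06). Its adjusted p was 0.038 at 6 h (log2 fold change 1.32), and 0.0578 without the third 6 h mouse. It was 0.0549 at 24 h (log2 fold change 1.66), and 0.00251 without the third 24 h mouse. Ptpn6 rose to 12.1 ± 7.56 FPKM at 24 h and 26.7 ± 1.9 at 72 h from 1.78 ± 0.289 (log2 fold changes of 2.10 and 3.32, adjusted p of 0.00795 and 4.21e-08). Lyz2 rose to 3292 ± 541 from 141 ± 14.8 (log2 fold change 4.53, SE 0.13, adjusted p = 4.21e-08). Dfna5 changed by 1.23 at 24 h and 1.42 at 72 h (adjusted p of 0.00677 and 3.46e-06). Il18 changed by 0.62 at 24 h (adjusted p = 0.0105, and 0.0506 without the first sham mouse) and 1.78 at 72 h (adjusted p = 9.98e-07). Dhx9 changed by 0.40 (0.0187, and 0.0757 without the second sham mouse) and 0.69 (0.00112). At 72 h Aim2, Naip2 and Naip5 had log2 fold changes of 1.55, 1.41 and 1.41, with adjusted p of at most 5.65e-06. At 24 h the adjusted p of Aim2 was 0.0791 (log2 fold change 0.52), and 0.0402 without the first 24 h mouse. That of Naip2 was 0.0875 (log2 fold change 0.61), and 0.0469 without the second.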

### Pyroptosis inhibitor is a promising pre-treatment for AMI

Since pyroptosis plays a pivotal role in AMI, we investigated whether pre-treatment with VX-765 (a specific CASPASE1 suppressor and pyroptosis inhibitor) could alleviate the symptom of AMI [32]. Indeed, we treated the AMI mice with VX-765 at the extremely early stage (10 min) of AMI (Fig. 4A) and found that the activity of CASPASE1 significantly decreased (Fig. 4B). The protein level of active CASPASE1 greatly decreased as well (Fig. 4C). Consequently, the EF value of the mice treated with VX-765 was profoundly improved 72 h after AMI (Fig. 4D). We further examined whether VX-765 can provide a long-term preservation for AMI and found that the infarct sizes in the VX-765 group were much smaller than that in the control group (Fig. 4E). Collectively, VX-765 treatment in the early stage can attenuate pyroptosis and improve the symptom of AMI by reducing the infarct region in a long period.

**Fig. 4:**
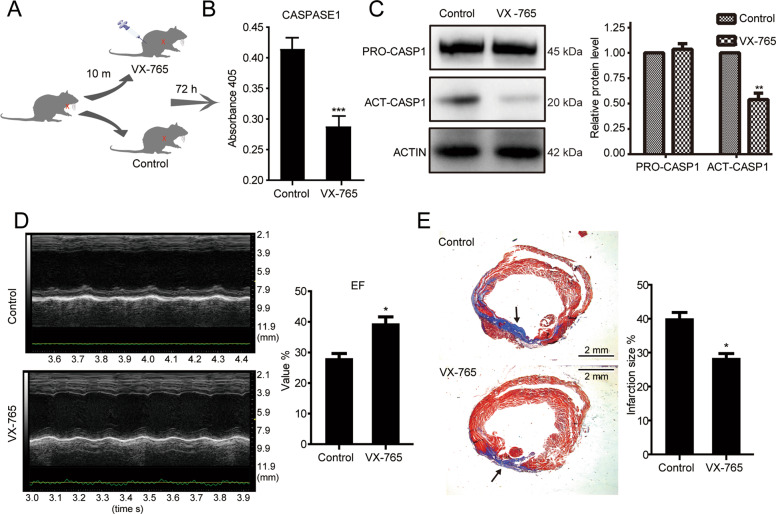
VX-765 treatment significantly reduces the infarction region of AMI. **A** Schematic diagram of the VX-765 treatment of AMI model. **B** Caspase1 activity is significantly decreased at 72 h AMI samples with VX-765 treatment (*n* = 3, ***P < 0.001, Student’s *t* test). **C** VX-765 treatment decreases the protein level of ACT-CASP1 not PRO-CASP1. Left: Western blotting analysis of pro-CASPASE1 and active-CASPASE1. Right: Quantification of pro-CASPASE1 and active-CASPASE1 of the Western blotting results (*n* = 3, **P < 0.01, Student’s *t* test). **D** Echocardiography results show the rescue effect of VX-765 treatment on AMI (*n* = 3, *P < 0.05, Student’s *t* test). **E** VX-765 treatment decreases the infarction region. Left: Masson staining results show the reduced size of the infarction region with VX-765 treatment. Arrows indicate the infarction region (blue). Right: quantification of the infarction region indicates VX-765 treatment significantly reduces the infarction region (*n* = 3, *P < 0.05, Student’s *t* test).

### *Wipi1* is a potential diagnostic biomarker for AMI

Biomarkers of cardiac injury have been used to diagnose AMI for over half a century but have the specificity limitation. Ideal biomarkers should show high sensitivity as early as possible after the onset of symptoms. Notably, AMI 1-h samples obviously separated from sham samples in the PCA results of proteome (Fig. 1D). This implied prominent changes in proteome as early as 1 h after AMI. It is also a hint that it is possible to screen protein markers from DEPs of 10 min and 1 h samples.

There were 12 upregulated and five downregulated DEPs in the 10-min samples and 22 upregulated and 19 downregulated DEPs in the 1-h samples compared to the sham samples (Fig. 5A). Intriguingly, the upregulated DEGs (*Wipi1*, *Rrad*) and the downregulated DEGs (*Pdk4*, *Ndufb8*) were specifically highly expressed in adult heart (Supplementary Figs. 4 and 5A). This suggested that they were potential diagnostic markers for AMI. Further GO analysis revealed that the upregulated DEPs in the AMI 1-h samples compared to the sham samples were significantly enriched for autophagy GO terms (Supplementary Fig. 5B). Electron microscopy confirmed autophagic vesicles in the AMI 1-h sample (Fig. 5B). Besides, the protein level of LC3-II, a marker protein for autophagosome, was significantly increased (Fig. 5C). These results demonstrated that autophagy took place in the early stages of AMI, which may serve as a self-protection-mechanism of myocardial tissue. Coincidently, WIPI1, an important protein in autophagy pathway, was specifically highly expressed in the adult heart and was an upregulated DEP in the AMI 1-h group compared to the sham group (Fig. 5A, D and Supplementary Fig. 4). Immunohistochemical results also showed that AMI 1-h mice has elevated WIPI1 expression in myocardium tissue than the sham mice (Fig. 5E). Therefore, protein WIPI1 can serve as a potential early diagnostic biomarker for AMI.

**Fig. 5:**
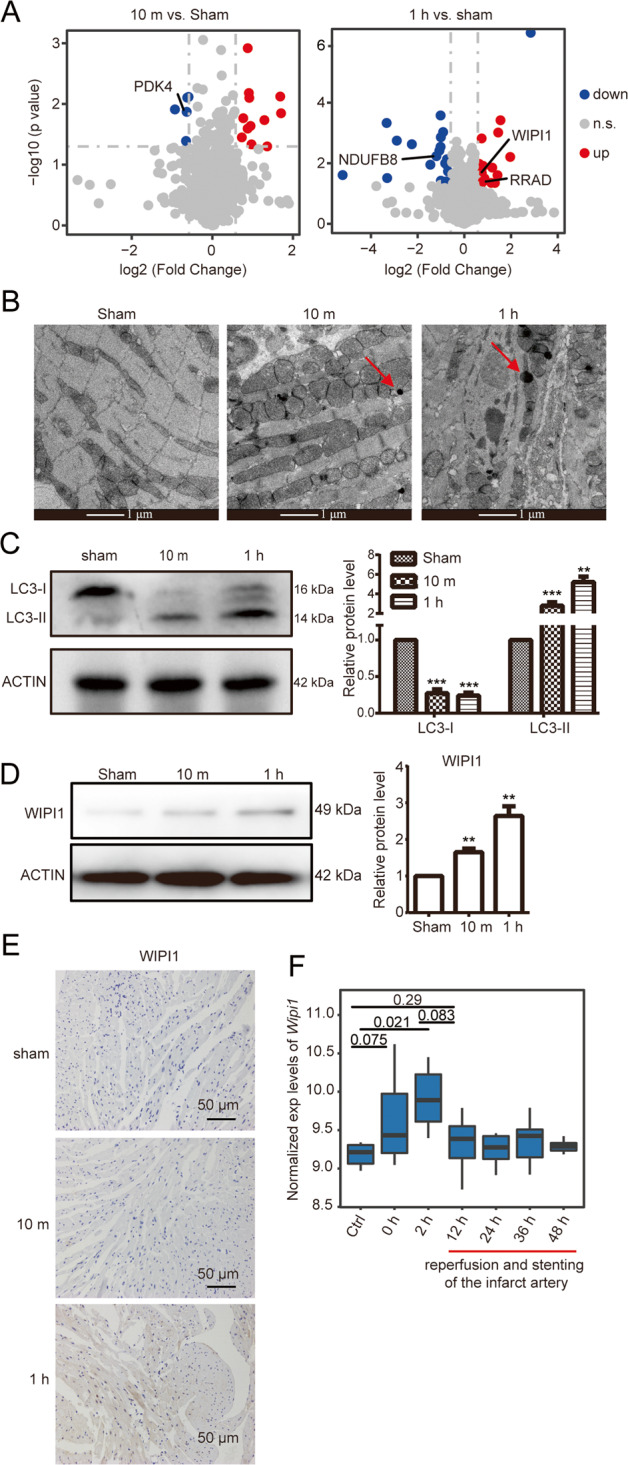
WIPI1 serves as a potential early biomarker for AMI. **A** Volcano plots show the differentially expressed proteins (DEPs) in the 10-min (left) and 1-h (right) AMI samples compared to the sham samples. Red dots: the upregulated proteins; Blue: the downregulated proteins; Gray: the not significantly changed proteins. **B** Electronic microscopic results show the morphologic changes in the 10-min and 1-h AMI samples compared to the sham samples. Arrows indicate autophagosomes (Bar = 1 μm). **C** Significantly increased expression levels of the autophagosome-marker gene LC3-II at the early stages of AMI. Left: Western blotting analysis of LC3-I and LC3-II in the 10-min and 1-h AMI samples. Right: quantification of the Western blotting signals of LC3-I and LC3-II (*n* = 3, **P < 0.01, ***P < 0.001, Student’s *t* test). **D** Left: Western blotting analysis of WIPI1 in the 10-min and 1-h AMI samples. Right: quantification of the Western blotting signals of WIPI1 (*n* = 3, **P < 0.01, Student’s *t* test). **E** Masson staining results show WIPI1 was significantly expressed in the tissue of the 1-h AMI samples. **F** Boxplot shows the expression levels of WIPI1 in peripheral blood from patients with AMI. Ctrl healthy person (Student’s *t* test).

To examine the efficacy of protein WIPI1 in clinic, we examined the expression of *Wipi1* in the peripheral blood cells of patients with early-stage AMI. The results showed that its expression level was significantly increased in AMI patients who had not been treated (0 and 2 h) compared to the control group. After successful mechanical reperfusion and stenting of the infarct artery (at MI 2 h), its expression significantly reduced and maintained at low expression level, which was slightly higher than that of the control group (Fig. 5F). These results further suggested that WIPI1 is a potential early diagnostic biomarker for AMI.

## Discussion

AMI is one of the most severe threats to human health. The vast majority of patients with AMI will develop into heart failure or eventually die [33, 34]. Therefore, we speculated that there should exist an important stage in AMI progress after which it becomes extremely difficult for cardiomyocytes to self-repair. We observed remarkable changes in both RNAs and proteins at 6 h of AMI (Fig. 2A and Supplementary Fig. 2A). Coincidently, 6 h is a vital time point for AMI clinical treatment. In contrast, there are only slight difference in RNAs and proteins at 1 h of AMI (Fig. 2A and Supplementary Fig. 2A). Therefore, 6 h after AMI is likely the such critical earliest stage for AMI progress. However, if we sampled between 1 and 6 h, remarkable changes in gene expressions could occur before 6 h.

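Among the genes that changed at 1 h were immediate early genes, which cells transcribe within minutes of a stimulus. The list of 20 such genes was shifted at 1 h (enrichment score 0.98, NES 2.54, adjusted p = 0.00139) and already at 10 min (enrichment score 0.91, NES 2.45, adjusted p = 0.00139). Both shifts were called under fry, with adjusted p of 0.000193 and 0.0193. At 1 h 18 of the 20 genes were higher over all genes tested and 20 when adjusted over the list alone. At 10 min 1 was, or 14 with 1 lower when adjusted over the list alone. Fos, which lies on chromosome 12 from 85473890 to 85477273 of mm10, had 0.53 ± 0.171 FPKM in the sham group, 4.76 ± 1.93 at 10 min (log2 fold change 1.87, SE 0.23, adjusted p = 0.0638) and 67 ± 17.8 at 1 h (SD, n = 3 mice, log2 fold change 5.45, SE 0.19, adjusted p = 4.98e-05). Among the genes called whose groups do not overlap, the next largest rises at 1 h were those of Fosb (log2 fold change 5.17, SE 0.25, adjusted p = 0.000204) and Egr1 (log2 fold change 4.47, SE 0.16, adjusted p = 4.98e-05). Atf3 (log2 fold change 4.28, SE 0.19, adjusted p = 0.000153) and Junb (log2 fold change 3.48, SE 0.12, adjusted p = 4.98e-05) followed. A pseudocount of 0.1 moved the change of Fos at 1 h most, to 6.74. The mean log2(FPKM + 1) of the 20 genes changed by 0.62 at 10 min, 2.52 at 1 h, 2.14 at 6 h, 1.25 at 24 h and 1.04 at 72 h.

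**Figure D4:**
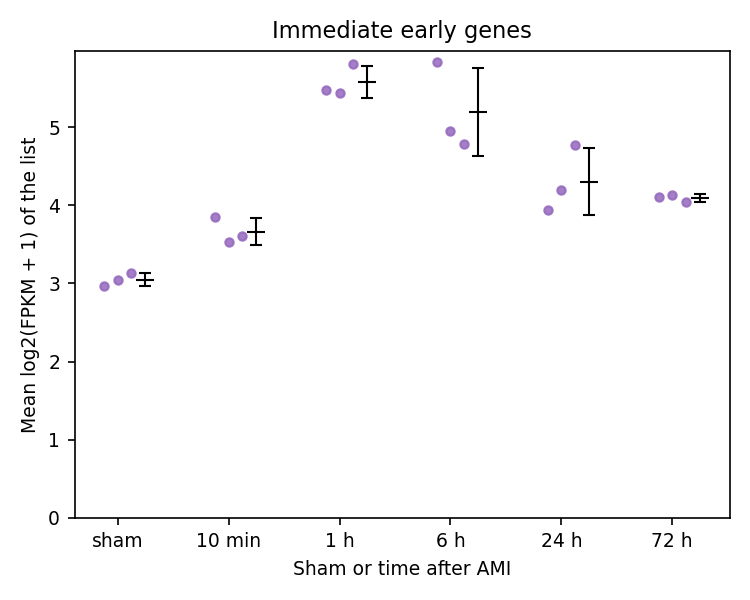
Mean log2(FPKM + 1) of the immediate early genes in each mouse, by group. Points are mice and bars give the mean and SD (n = 3). The group mean rises by 0.62 from sham to 10 min and by 2.52 from sham to 1 h.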

Although treatment for AMI patients less than 6 h from onset has good clinical outcomes, a large number of patients miss the optimal cure time. Therefore, prolonging the optimal time is crucial to improve the clinical outcome. We found that pyroptosis was actively involved in AMI progress (Fig. 3) and pre-treatment with pyroptosis inhibitor VX-765 not only remarkably reduced the area of heart damage, but also improved the function of mouse hearts dramatically (Fig. 4). This result indicates that taking VX-765 before clinical treatment could extend the optimal time. Similarly, it is reported that the combined use of VX-765 and Ticagrelor, a P2Y12 antagonist, could decelerate the symptom of AMI and sustained infarct size reduction in rats [35]. NGT causes vasodilation and improves the blood flow to infarction size [36, 37], while VX-765 directly protects the cardiomyocytes. Thus, NGT and VX-765 are complementary in AMI therapy. Notably, a clinical II trial of VX-765 on epilepsy had already been taken [38]. Although the final therapeutic results are not good, it may be beneficial to its application on AMI since the clinical trial on epilepsy provides a large amount of clinical data, such as the safety data. Since increasing evidence demonstrates that VX-765 is beneficial to AMI, it is of great value to test its application value through large-scale clinical trial.

In addition to prolonging the optimal time of AMI treatment, diagnosis as early as possible is also a critical strategy to improve the treatment outcomes of AMI. Therefore, early diagnosis biomarkers for AMI are of great clinical value. We found that WIPI1 is such a diagnosis biomarker for AMI, whose expression is significantly upregulated in the very early stage of AMI (1 h) (Fig. 5A, D). Of note, although the increase of *Wipi1* mRNA in AMI serum is moderate (Fig. 5F), the protein level of WIPI1 in the AMI 1 h group is more than 1.5 times that in the sham group (Fig. 5D and Supplementary Fig. 4A). Therefore, WIPI1 can be a potential early diagnostic biomarker for AMI especially at protein level. In combination with WIPI1, the conventional clinical diagnostic markers cTnT and cTnI have the potential to improve the specificity of AMI diagnosis. Notably, the symptoms of some AMI patients are not significant, and they cannot feel pain until it is very serious [39, 40]. Therefore, daily real-time detection is of great importance for people at high risk of AMI. Currently, there are some electronic devices for detecting heart rate, such as electronic bracelets and sports watches, which can monitor the condition of the heart in real-time mode [41, 42], and related medical electronic products may play an important role in the prevention and treatment of AMI.

In conclusion, we detected changes in transcriptomes and proteomes of myocardial tissue at different time points of AMI, and found that 6 h after AMI was the earliest key time point when significant changes took place. Myocardial tissue entered the immune-activated state at the early stage of AMI. Pyroptosis was also activated in AMI. Pre-treatment of pyroptosis inhibitor VX-765 in the early stage greatly reduced the infarction size of AMI and improved the contractile function of the heart. Thus, VX-765 could be a potential target drug for AMI. Besides, autophagy occurred in the very early stage of AMI, which may be a form of self-protection of the heart. Protein WIPI1 specifically expressed in heart, a member of the autophagy pathway, was significantly increased within an hour after AMI. It could serve as a potential early diagnostic biomarker for AMI. Independent validation via clinical trials is necessary to determine whether the findings can translate to application.

## Supplementary information

aj-checklist

cddis-author-contribution-form

Suppl.Figures

## Data Availability

The raw sequence data reported in this paper have been deposited into the Gene Expression Omnibus (GEO) under GEO accession: GSE153494. The DIA raw data and the results reported at protein level as well as peptide level are available at iPROX: IPX0002295000, and the DIA data can also be freely downloaded from ProteomeXchange (http://proteomecentral.proteomexchange.org) Consortium via identifier PXD020193.

# Supplementary material for: Pyroptosis inhibition improves the symptom of acute myocardial infarction
**Source:** Cell Death Dis. 2021 Sep 16;12(10):852. doi: 10.1038/s41419-021-04143-3
**Supplement:** Supplementary file 2 — cddis-author-contribution-form

**ADMC**

(the 'Authors')

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Figure 2:

Figure 3:

Figure 4:

Figure 5:

Figure 6:

Signed for and on behalf of the Author(s):

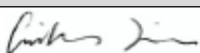

Print Name:

Date:

# Supplementary material for: Pyroptosis inhibition improves the symptom of acute myocardial infarction
**Source:** Cell Death Dis. 2021 Sep 16;12(10):852. doi: 10.1038/s41419-021-04143-3
**Supplement:** Supplementary file 3 — Suppl.Figures

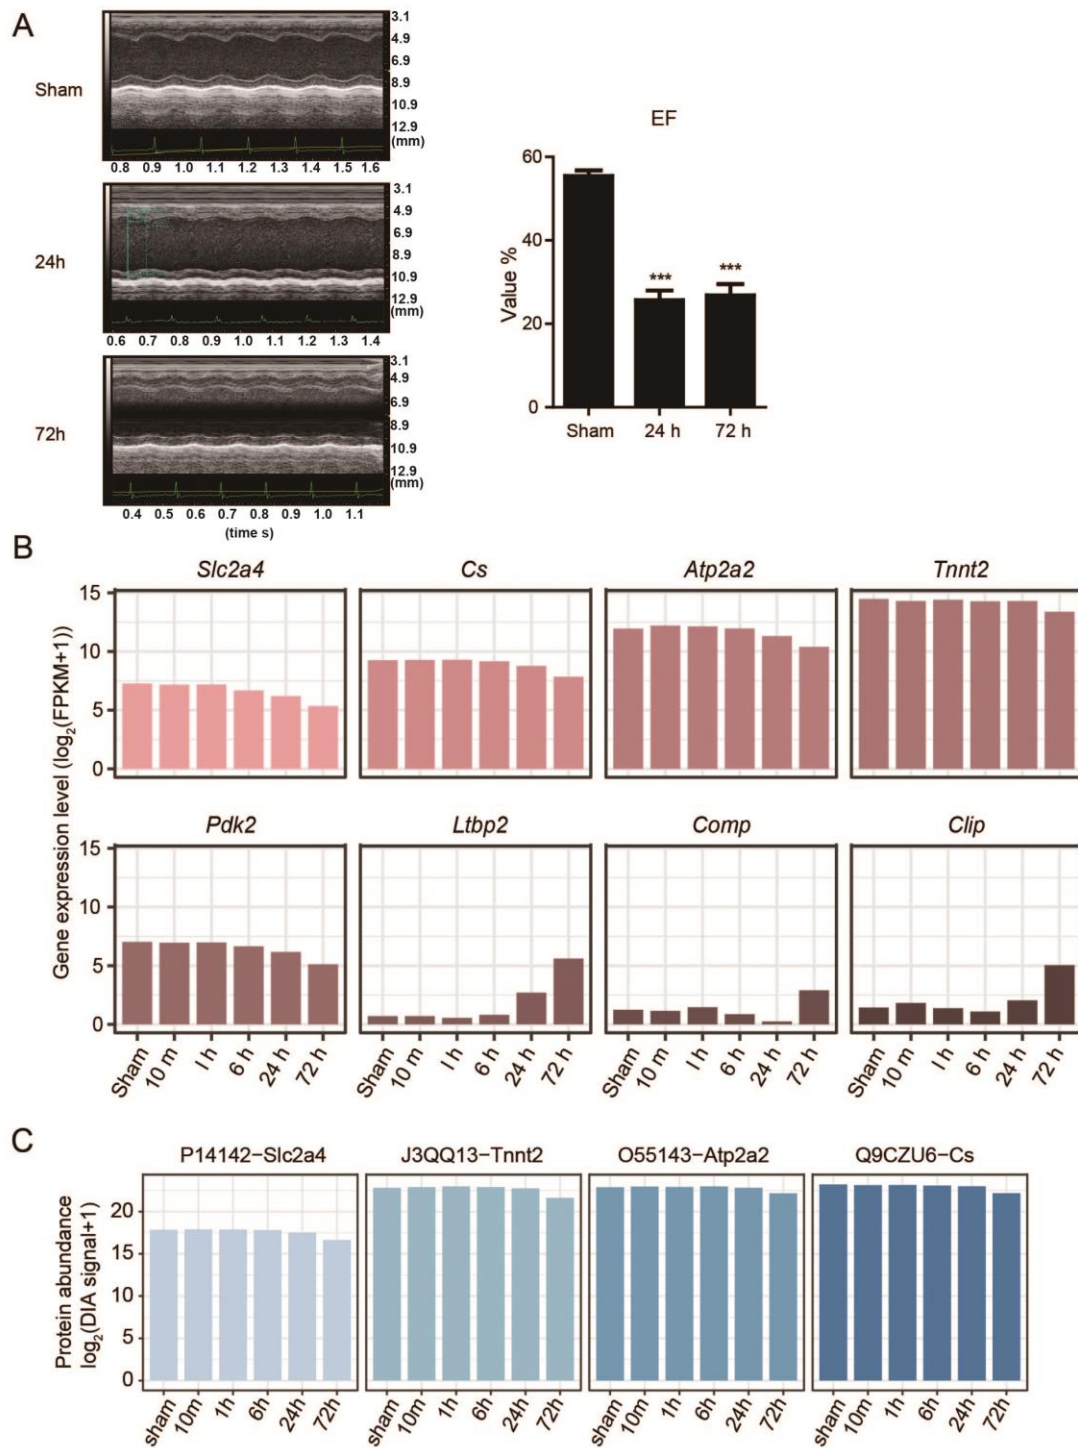

**Supplementary Figure 1** Echocardiography and the expression patterns of the representative markers in AMI samples.

**A** Echocardiography results show the decline of the contractile function of the heart in AMI samples. (\*\*\*:  $p < 0.001$ , Student's t-test)

**B** Bar plots show the expression patterns of cardiomyocyte and fibroblast marker genes.

**C** Bar plots show the protein abundance level of cardiomyocyte marker genes.

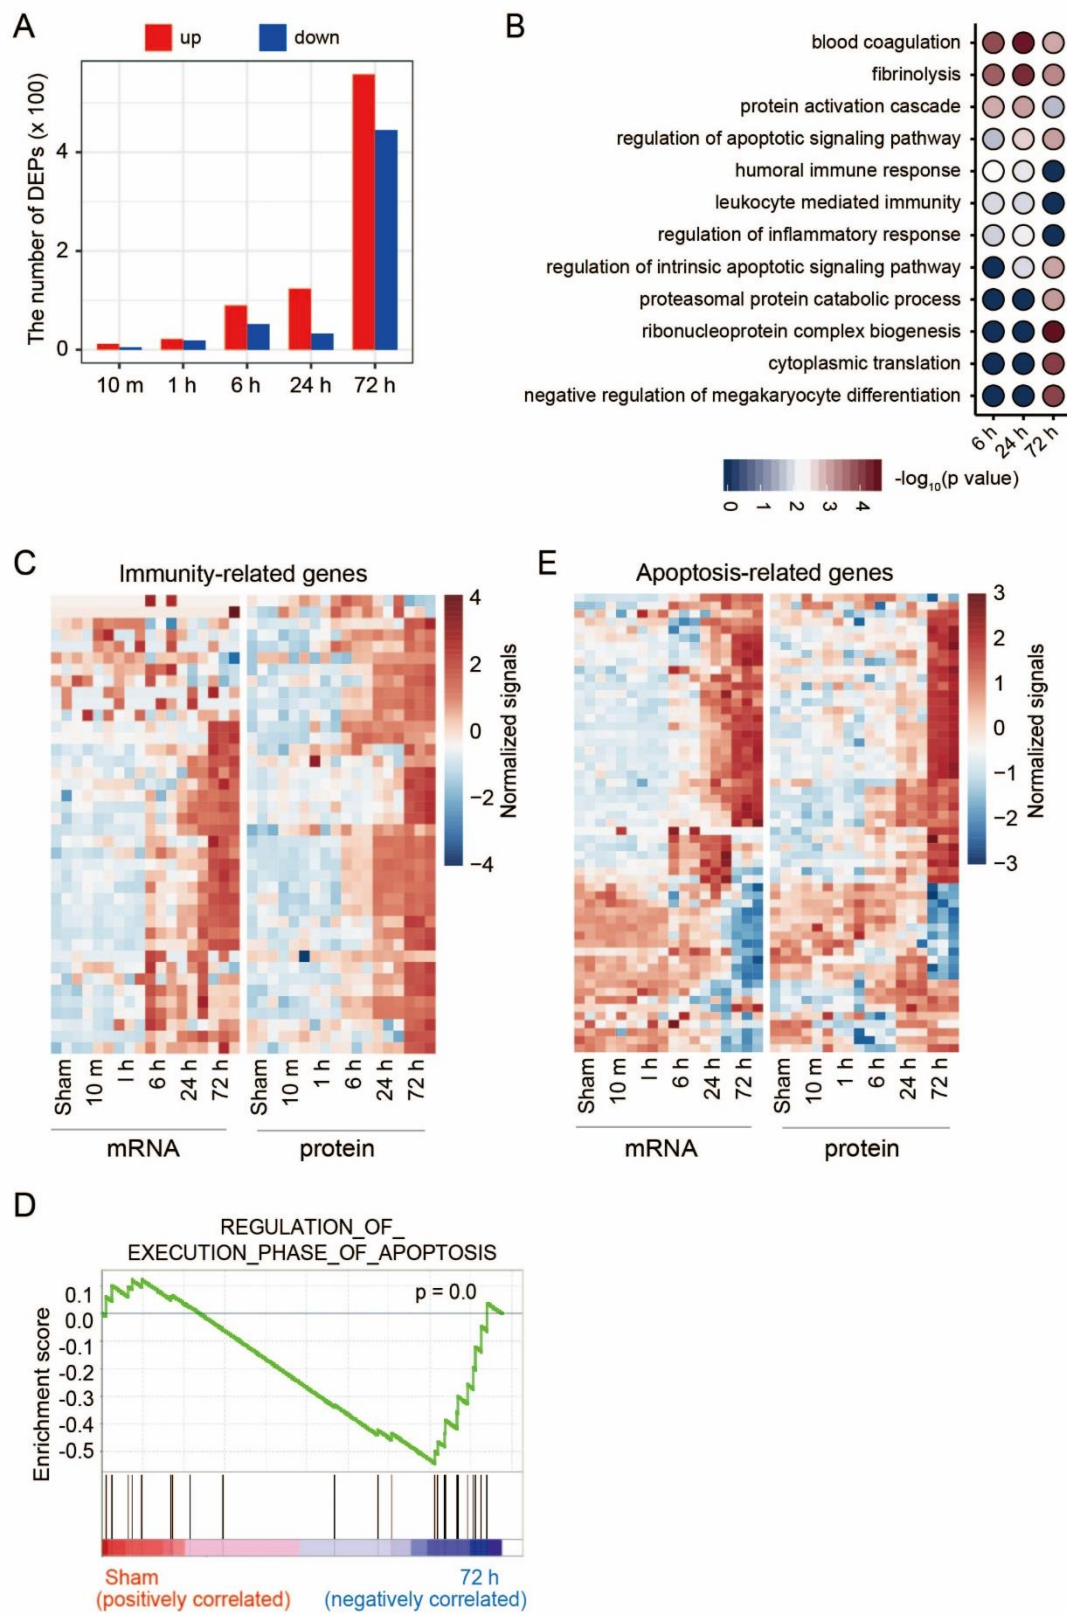

**Supplementary Figure 2** Immune response and apoptosis are activated during the AMI

development.

**A** The number of the differentially expressed proteins (DEPs) in the AMI samples compared to the sham samples.

**B** Bubble diagram shows the significantly enriched GO terms (biological processes) of up-regulated DEPs.

**C** Heatmaps show the transcript and protein levels of the selected immunity-related genes in AMI samples along the AMI development. Each sample has three replicates.

**D** GSEA results: apoptosis pathway is activated during the development of AMI.

**E** Heatmaps show the transcript and protein levels of the selected apoptosis-related genes in AMI samples along the AMI development. Each sample has three replicates.

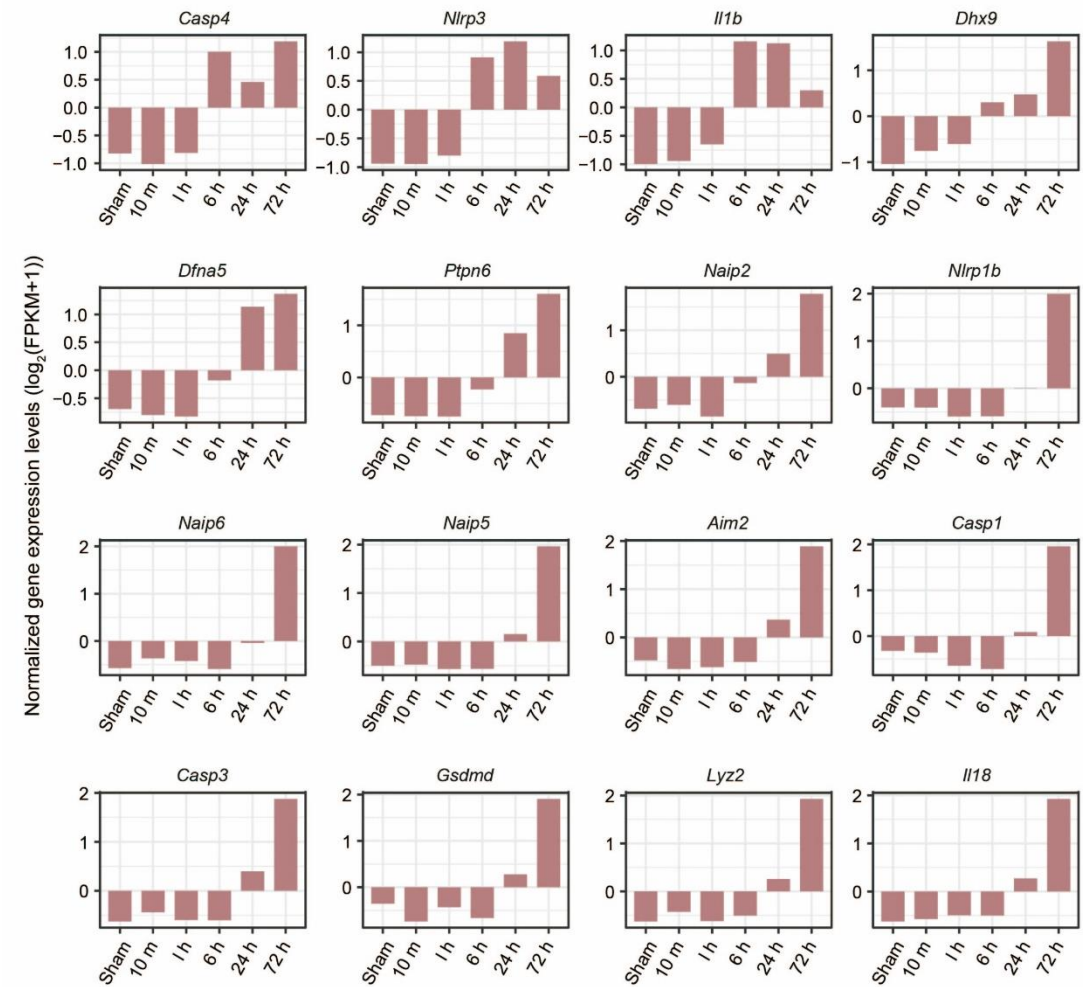

**Supplementary Figure 3** The expression patterns of the genes from the pyroptosis interaction network (Fig. 3g) during the AMI development.

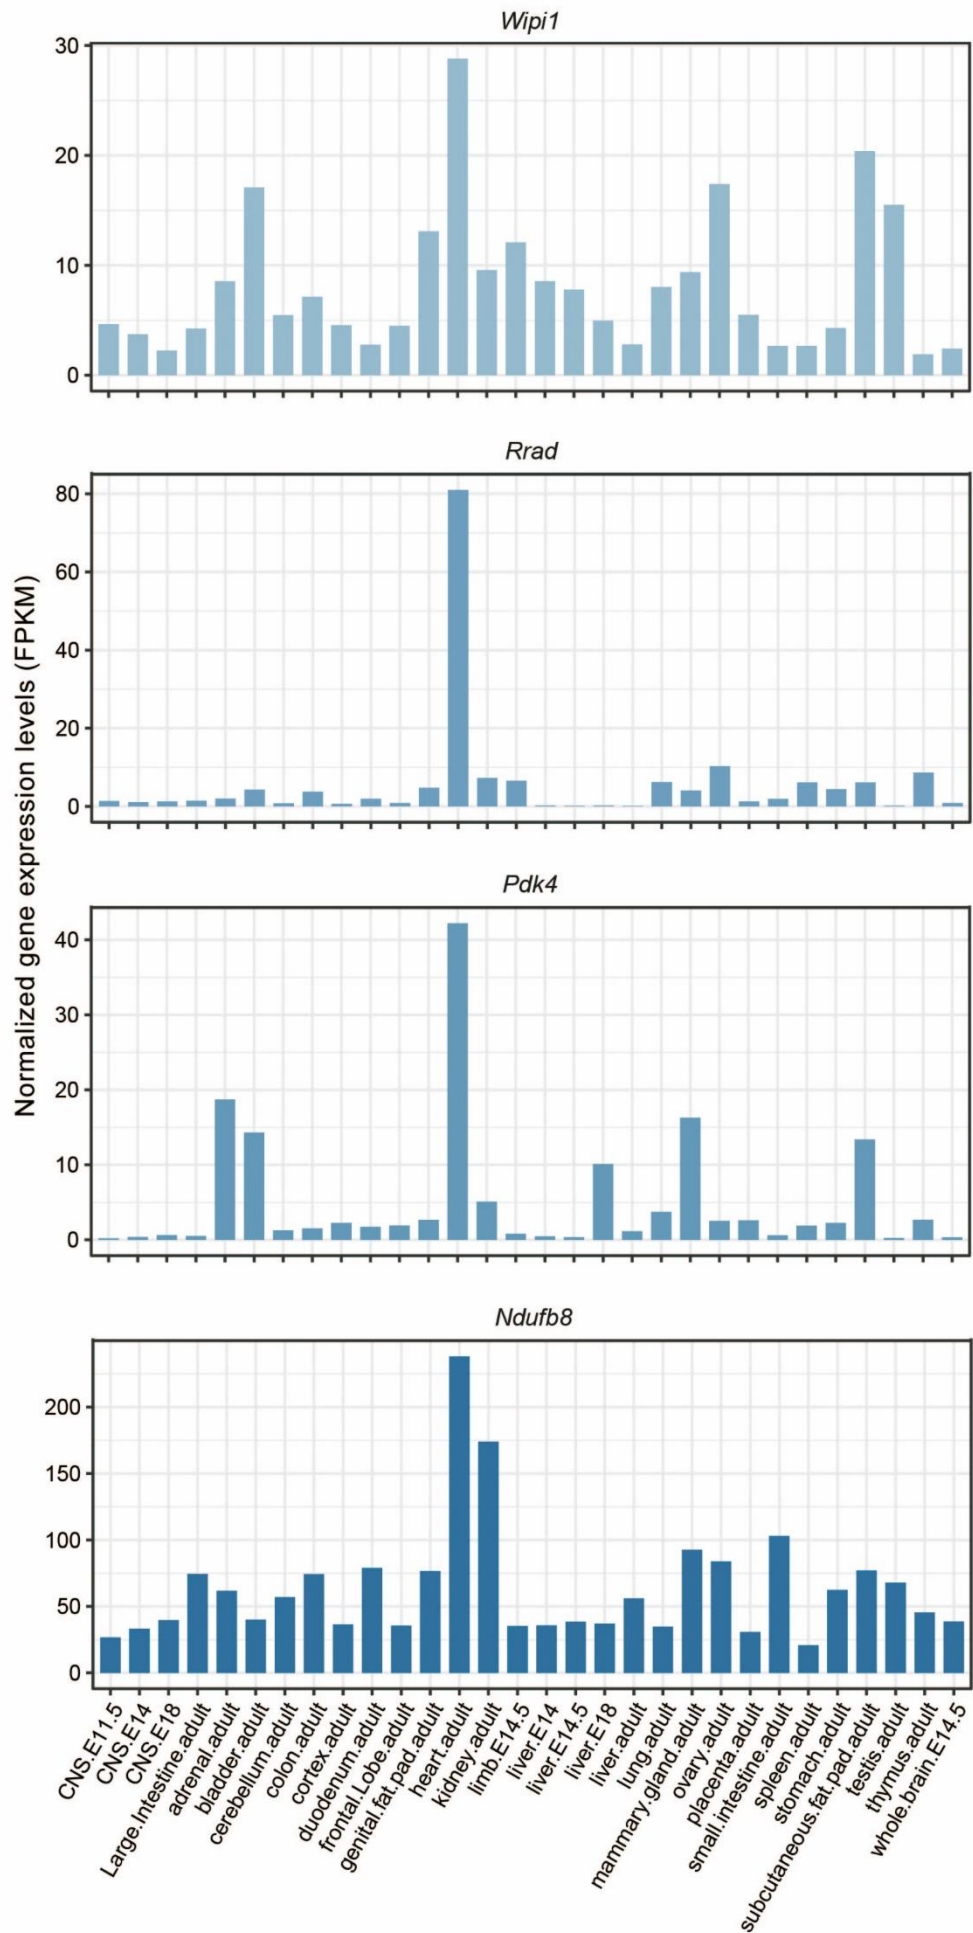

**Supplementary Figure 4** Bar plots show the expression levels of *Wipi1*, *Rrad*, *Pdk4* and *Ndufb8* in different tissues. Data are from PRJEB4337.

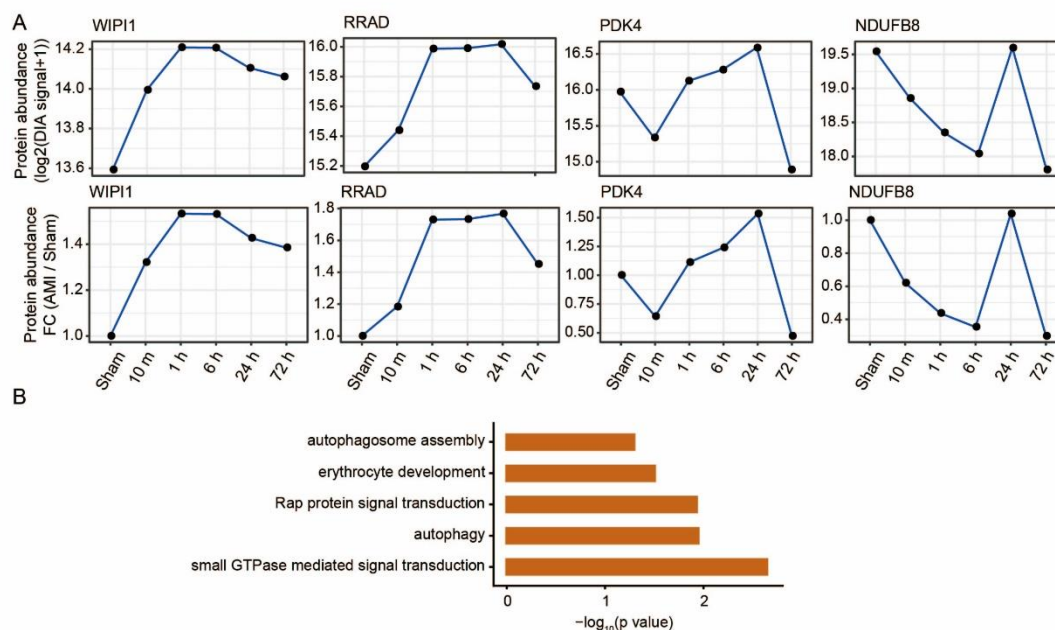

**Supplementary Figure 5** The protein levels of the potential early markers for AMI.

**A** Line plots show the protein abundance levels of the potential early markers for AMI. Top: the absolute abundance. Bottom: the abundance normalized by the level of the sham samples.

**B** Barplot shows the significantly enriched GO terms (biological processes) of up-regulated DEPs between the 1 h AMI samples and the sham samples.

**Supplementary Table 1** The qRT-PCR primers used in this study.

| name     | sequence                      |
|----------|-------------------------------|
| Gapdh-PF | 5' AGGTCGGTGTGAACGGATTG 3'    |
| Gapdh-PR | 5' TGTAGACCATGTAGTTGAGGTCA 3' |
| Gsdmd-PF | 5' CCATCGGCCTTTGAGAAAGTG 3'   |
| Gsdmd-PR | 5' ACACATGAATAACGGGGTTTCC 3'  |
| Casp1-PF | 5' ACAAGGCACGGGACCTATG 3'     |
| Casp1-PR | 5' TCCAGTCAGTCCTGGAAATG 3'    |

How the deposited data were processed for this re-analysis (not part of the article)

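RNA from the left ventricle of 18 mice was sequenced by the authors, 3 mice after a sham operation and 3 at each of 10 min, 1 h, 6 h, 24 h and 72 h after ligation of the left anterior descending coronary artery. The authors trimmed reads with cutadapt, mapped them with Hisat2 to mm10 and estimated expression with stringtie, and the deposited table holds FPKM per gene symbol, with 19 columns, 1 of symbols and 18 of samples, all of them used here. The annotation the authors used is not named in the paper's text. Groups were taken from the sample titles and the paper's design, and the control mice of the labels are the sham mice of the paper. FPKM were taken as deposited, without further scaling. Of 24419 symbols, the 13333 with an FPKM of at least 1 in at least 1 mouse were tested, which is the filter of the authors. Spreadsheet conversion had turned 25 symbols into dates, of which 19 were tested under the name in the table.

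Expression was analysed as log2(FPKM + 1) in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a trend of the variance on expression). Each time point was compared with sham on its own 6 mice, as the paper does, and 24 h with 6 h and 72 h with 24 h in the same way. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes tested in a comparison. DEGs were counted by an unadjusted p under 0.05 and a ratio of mean FPKM over 2, the paper's thresholds, and by an adjusted p under 0.05 with the same ratio, and "called" stands for an adjusted p under 0.05. The cufflinks test of the authors could not be repeated, since it needs the reads. Gene lists were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with 10000 permutations of the genes and a fixed seed, for lists with at least 5 tested genes, and the 100 tests of 20 lists at 5 time points were adjusted together. The other 8 of the 28 lists had too few tested genes and are described by their levels. Principal components came from centred and scaled genes, and the paper's text does not name the transformation it used. Exact permutation tests and gene positions were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Gene positions and exon lengths are those of GENCODE release M21 on mm10.

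The genes named were those the paper names from its transcriptome and shows in Fig. 3A and 3B and Supplementary Fig. 3, the members of the gene lists, and at each time point the 5 largest rises and 3 largest falls among genes with an adjusted p under 0.05 whose AMI mice all lay on the same side of all sham mice, leaving out symbols of predicted genes. Lists of chemokine ligands and receptors, interleukins and their receptors, Toll-like receptors and caspases were taken by symbol. The lists of apoptosis, autophagy and immediate early genes, pan-leukocyte genes and sex-linked genes, and those of the markers of cardiomyocytes, fibroblasts, endothelial cells, macrophages, monocytes, neutrophils, T, CD8 T, follicular CD4 T, B, NK and erythroid cells, were written by hand. Some single genes of these lists are not reported here, though they count in the results of their list. A further 2 lists, of genes of the circadian clock, were written after the values had been seen.

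The table gives no counts, so no counting error was computed, and the precision of each value comes from the spread between the 3 mice of a group. Relative depth, estimated from the lowest FPKM up to 0.3, had a median of 0.858 at 10 min, 0.873 at 1 h, 1.03 at 6 h, 1.12 at 24 h and 1.3 at 72 h, against the first sham mouse. Replicate numbers were not taken as pairs. Leaving out each mouse in turn was 1 kind of alternative, and the others were a pseudocount of 0.1, no filter, a filter on a mean FPKM of at least 1, rescaling of each mouse to the same sum, median-of-ratios scaling, quantile normalization, all 18 mice in one fit, the replicate number as a covariate, no variance trend, a log2 fold change over 1 in place of the ratio, fry, camera, a ranking by the moderated statistic, components without scaling of the genes, and other references for the leukocyte content. The closing section gives their effect. The steps were tested on simulated data of the same size, where 200 of 200 genes with a change put in were called, with 1 of 13133 genes without a change, and a set of 20 raised genes had p = 0.000197 in the permutation test against 0.435 for a set of 20 unchanged genes. The simulated genes were independent, both groups had a spread modelled on the sham mice, and changes were put only in genes above a low level. It therefore checks the steps, and not their power or error rate with the wider spread of some AMI groups or with correlated genes. Proteome, qRT-PCR, imaging, treatment and patient data were not analysed here, and neither were the deconvolution of cell proportions and the GO terms of the paper, which stand on reference files not used here.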

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

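The tests of cell types, of the time of day and of shared reads in this part were chosen after the results were seen.

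The log2 fold changes of Casp1 from sham had opposite signs at 6 h (-0.36) and at 24 h (0.38), with calls that were lost under 10 and 8 of 15 settings, and the direct comparison of the 24 h with the 6 h mice gave a log2 fold change of 0.74 (SE 0.11, limma, Benjamini-Hochberg adjusted p = 0.0161), with 1.55, 1.6 and 1.61 FPKM in the 6 h mice and 3.33, 3.29 and 3.36 in the 24 h mice. The adjusted p was 0.0502 with quantile normalization, and 0.0561, 0.0771 and 0.054 without the first, the second and the third 6 h mouse, and 0.0657 without the second 24 h mouse, and 0.0801 with the replicate block, within a range from 0.0137 to 0.0801 over the alternatives. Between 24 h and 72 h Casp1 rose further, by 1.73 (SE 0.10, adjusted p = 4.76e-05). The lower value at 6 h and the rise from 6 h to 24 h stay open to a change of the cell types, to scaling (0.48 on the log2 scale with quantile normalization) and to the time after ligation, and the cell types were not separated from the time for this gene.

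Pdk4, named by the paper for its expression in the heart, had 97 ± 20.4 FPKM in the sham group, 1673 ± 216 at 6 h (SD, n = 3 mice, log2 fold change 4.11, SE 0.16, adjusted p = 7.62e-05), 269 ± 185 at 24 h and 56.9 ± 4.07 at 72 h (log2 fold change -0.74, SE 0.14, adjusted p = 0.00128). It was lower at 24 h than at 6 h by a log2 fold change of -2.89 (SE 0.50, adjusted p = 0.021) and lower at 72 h than at 24 h by -1.96 (SE 0.49, adjusted p = 0.0164). For the fall from 6 h to 24 h the adjusted p was 0.0703 without a filter on low FPKM, 0.063, 0.0888 and 0.061 without the first, the second and the third 6 h mouse and 0.0573 without the second 24 h mouse, within a range from 0.0163 to 0.0888. From 24 h to 72 h it was 0.0729 without a filter, 0.0573 without the first 24 h mouse, and 0.0583 and 0.0526 without the second and the third 72 h mouse, within a range from 0.00101 to 0.0729. When all 18 mice shared one fit, the adjusted p at 72 h against sham was 0.175, within a range from 0.000303 to 0.175. Fewer cardiomyocytes would lower Pdk4 with the other cardiomyocyte genes, but those fell by 0.46 from 6 h to 24 h, and Pdk4 lay above sham at 6 h, which argues against a lower share of cardiomyocytes as the whole cause. Scaling kept the sign of the fall from 6 h to 24 h, with log2 fold changes of -3.12 under median-of-ratios scaling and -2.74 under quantile normalization. The time after ligation stays open as an untested biological explanation.

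The immediate early genes were already above sham at 10 min, which the paper does not discuss, with a mean change of 0.62 on the log2 scale. The list mean of each 10 min mouse lay between 3.53 and 3.86, and that of each sham mouse between 2.96 and 3.13. The largest rise of the list at 10 min was that of Fos (log2 fold change 1.87), with an adjusted p of 0.0638, and of 0.0248 with a filter on the mean FPKM and 0.0479 with quantile normalization, within a range from 0.0248 to 0.24. As a set the list was called at 10 min under all settings tried except camera with an estimated correlation (adjusted p = 0.559), which called no list at any time. A larger share of a cell type would raise its marker genes as well. At 1 h the highest change among the cardiomyocyte, endothelial, fibroblast, macrophage and pan-leukocyte lists was 0.0694, of the pan-leukocyte list, where the immediate early genes rose by 2.52, which argues against a larger share of these cells as the cause at 1 h. The neutrophil list rose by 0.66 at 1 h (adjusted p = 0.00246 as a set, and 0.00941 under fry) and the monocyte list by 0.18. At 24 h these lists were higher, by 3.08 and 2.85, while the immediate early genes were lower than at 1 h, with a change of 1.25 from sham, which argues against a larger share of neutrophils or monocytes as the whole cause at 1 h, though not against a change of state in these cells. At 10 min the highest change of the 7 lists was 0.361, of the neutrophil list, and the neutrophil, fibroblast, pan-leukocyte and monocyte lists were called as sets (adjusted p of 0.00525, 0.0173, 0.0376 and 0.0408) but not under fry (from 0.124 to 0.223). Cells with the same expression per cell at every time cannot bring more of a gene per FPKM of their markers than any group holds, which limits what they can have added at 10 min. Over the 19 genes that rose, the median part of the rise that 1 list can have added was at most 0.463 in any 10 min mouse and with any 1 mouse left out, for the endothelial list, and a looser limit from the most extreme mice of each group was at most 0.481 for the 6 lists other than the neutrophil list, which argues against a larger share of 1 of these 6 kinds of cells, at a constant expression per cell, as the whole cause at 10 min. For the neutrophil list the limits were 0.21 and 1.01, so that a larger share of neutrophils cannot be told apart from a response of the cells. A larger share of several kinds of cells together, with a limit of 0.809, or of 1.88 from the most extreme mice, cannot be told apart from a response of the cells. The relative depth of the 10 min mice (0.813, 1.21 and 0.858) lay on both sides of that of the sham mice (0.977 to 1.11). Genes of the list above 10 FPKM at 10 min, whose values depend little on depth, rose except for Ier3 (-0.57). Their rises ran from 0.18 for Klf6 to 1.63 for Egr1, with Klf2 and Klf6 overlapping with sham. This argues against depth as the cause for these genes. Handling of the tissue was not tested for this list, and the time after ligation stays open as an untested biological explanation.

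Genes of the circadian clock, which the paper does not discuss, differed from sham at 10 min. The difference between the mean log2(FPKM + 1) of Arntl, Clock and Npas2 and that of Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1, Nr1d2 and Ciart changed by 1.61 from sham, and every 10 min mouse lay above every sham mouse (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The first group of genes rose by 0.90 on average and the second fell by 0.71. Within the second group Nr1d1 alone rose (log2 fold change 0.32, adjusted p = 0.313). Nr1d1 and Nr1d2 (log2 fold change -0.20) overlapped with sham. Of the genes of both groups only Arntl passed an adjusted p of 0.05 at 10 min (adjusted p = 0.0417, within a range from 0.00679 to 0.203 over the alternatives). Per2 (log2 fold change -1.25, SE 0.19, adjusted p = 0.0796) and Dbp (log2 fold change -1.03, SE 0.26, adjusted p = 0.185) did not. Per2 was called under some settings, with an adjusted p of 0.0337 with a filter on the mean FPKM, 0.0479 with quantile normalization and 0.0269 with all 18 mice in one fit, within a range from 0.0269 to 0.25, and Dbp was called without the first 10 min mouse, with an adjusted p of 0.0445, within a range from 0.0445 to 0.646. A pseudocount of 0.1 gave a difference of 2.24. No marker list of 7 kinds of cells fell at 10 min by more than the cardiomyocyte list (-0.0333), which argues against a lower share of these cells as the cause of the fall of the second group. The 7 lists together can have added at most 0.557 of the rise of the first group, as the median of its 3 genes in any 10 min mouse and with any 1 mouse left out, or 0.922 from the most extreme mice, if cells of each kind have the same expression per cell at every time, which argues against a larger share of these cells as the whole cause of that rise. Collection at different times of day would move the means of both groups of genes apart in every mouse, as was seen. The paper's text gives no time of day. A difference in collection time thus cannot be told apart from the time after ligation for this value of 1.61.

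The same difference between the clock lists was larger at 72 h, with a change of 4.24 from sham (exact two-sided permutation test, p = 0.1, with every 72 h mouse above every sham mouse), after 0.34 at 1 h, 1.29 at 6 h and 1.22 at 24 h. Arntl rose (log2 fold change 3.00, SE 0.092, adjusted p = 5.25e-08), and Per2 fell (log2 fold change -2.88, SE 0.13, adjusted p = 3.40e-07) as did Dbp. With a pseudocount of 0.1 the change was 5.48. The second group of genes fell by 2.57, more than the cardiomyocyte markers did (1.61), while Arntl and its partners rose by 1.66, which argues against a lower share of cardiomyocytes as the cause. Whether the hearts at 72 h were taken at another time of day than those of the sham mice is not known, and this cannot be told apart from the time after ligation for the change of 4.24.

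Dpm1-adnp, a read-through gene that the paper does not discuss, had from 20.8 to 21.7 FPKM in the sham mice and from 0 to 1.65 FPKM at 10 min, a log2 fold change of -4.00 (SE 0.37, adjusted p = 0.0417). The adjusted p ranged from 6.73e-05 to 0.203 over the alternatives, with the call lost, among others, with a pseudocount of 0.1 (0.112), without a filter (0.152) and with all 18 mice in one fit (0.147), and without any 1 of the sham mice (from 0.135 to 0.203), the first 10 min mouse (0.061) or the third (0.125). It lies on chromosome 2 from 168180986 to 168230364, a span that covers most of Dpm1, which lies from 168209048 to 168230591. The summed FPKM of both genes changed by a log2 fold change of -0.0875 at 10 min, while Dpm1 alone rose. This is consistent with reads that the estimation assigned to one of the genes or the other, a candidate explanation that the sum would have excluded if it had fallen as much as Dpm1-adnp did. Dpm1-adnp also differed widely between mice of the same group, from 0 to 18.3 FPKM at 6 h, from 0 to 6.68 at 24 h and from 9.77 to 16.6 at 72 h. A change in read-through transcription with the time after ligation was not tested.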

How the results depend on the processing

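The settings in this part were chosen before the data were examined, except that the clock lists, and with them their values under each setting, were added after the data had been examined. Of 133 results for single genes, 32 changed side of the threshold under at least 1 of the 9 settings other than leaving out a mouse that apply to single genes, with 1106 of 1181 values the same, 60 weaker and 15 stronger. Leaving out a mouse left 704 of 798 values of single genes the same, with 84 weaker, 8 stronger and 2 reversed. The reversed ones were Gsdmd at 1 h, from -0.097 to 0.010 with 1 mouse left out (0.010 without the second 1 h mouse), and Rrad at 1 h, from -0.067 to 0.48 (-0.067 without the third 1 h mouse). Among the other 90 results, 689 of 836 values under settings other than leaving out a mouse, of which there were 17 in all, and 522 of 612 with a mouse left out were the same. Where no cause is given below, the cause was not tested.

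With a pseudocount of 0.1, 1 gene was higher and 0 lower at 10 min by adjusted p, the adjusted p was 0.054 for the pyroptosis network, the genes of Supplementary Fig. 3, at 6 h, 0.00947 for the pyroptosis set at 72 h and 0.00476 for the interleukins at 72 h, and PC1 and PC2 held 50.1% and 18.1% of the variance. Without a filter, where more genes are tested, the paper's thresholds gave 168 higher and 147 lower genes at 10 min, 132 lower at 1 h, 717 lower at 6 h and 581 lower at 24 h. By adjusted p, no filter left 1 higher gene at 10 min, 37 higher and 4 lower at 1 h, and 150 higher and 27 lower at 24 h against 6 h. It gave an adjusted p of 0.0585 for the pyroptosis network and 0.0764 for the Toll-like receptors at 6 h, and of 0.0444 for the pyroptosis set at 72 h. At 6 h it left 1 cardiomyocyte marker lower, and 0 pan-leukocyte, 1 macrophage, 5 monocyte and 6 neutrophil genes higher, and at 24 h 1 cardiomyocyte marker lower and 4 monocyte and 0 neutrophil genes higher. A filter on a mean FPKM of at least 1, where fewer genes are tested, gave 58 higher and 33 lower genes at 10 min and 19 lower genes at 1 h by the paper's thresholds, 14 higher and 9 lower at 10 min by adjusted p, an adjusted p of 0.0596 for the Toll-like receptors at 6 h, and 51% and 18% of the variance for PC1 and PC2.

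Rescaling each mouse to the same sum gave 1 lower gene at 10 min by adjusted p, and an adjusted p of 0.0427 for the pyroptosis set at 72 h. Median-of-ratios scaling gave 1 higher and 0 lower genes at 10 min by adjusted p, 1 cardiomyocyte marker lower at 6 h, 243 higher genes at 24 h against 6 h, and 48.8% and 18.3% of the variance. It shifted the median log2 fold change of all genes by -0.12 at 24 h and -0.21 at 72 h, and quantile normalization shifted it by -0.19 and -0.42. Quantile normalization gave 11 higher and 9 lower genes at 10 min by adjusted p. At 24 h it gave 1003 higher and 760 lower genes by the paper's thresholds, against 1555 and 376, and 888 and 694 by adjusted p, against 1366 and 342. At 72 h it gave 2249 and 2566 by the paper's thresholds, against 3526 and 1125, and 2243 and 2561 by adjusted p, against 3518 and 1124. It also gave 4 cardiomyocyte markers lower at 24 h, 200 higher genes at 24 h against 6 h, 1141 lower genes at 72 h against 24 h, 49.8% of the variance for PC1 and a 1 h distance of 4.77%. With the genes not scaled, PC1 held 65.6% and PC2 17.4%.

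All 18 mice in one fit gave 49 higher genes at 10 min and 97 at 1 h by the paper's thresholds, 2 higher at 10 min by adjusted p, and 1 cardiomyocyte marker lower and 7 pan-leukocyte genes higher at 6 h. Without the variance trend, 1 gene was lower at 10 min by adjusted p. A log2 fold change over 1 in place of the ratio, which is harder to reach at low FPKM, gave 20 higher and 12 lower genes at 10 min, 68 and 10 at 1 h, 519 and 132 at 6 h, and 929 and 174 at 24 h by the paper's p, and 1 lower gene at 1 h, 129 lower at 6 h, and 881 higher and 171 lower at 24 h by adjusted p. The replicate numbers do not pair the mice, with correlations of same-numbered mice after removal of group means from -0.327 to 0.415 over 45 pairs (median -0.0171, 5 of them above 0.1). A replicate block in the fit gave 0 higher and 0 lower genes at 10 min by adjusted p, 1 cardiomyocyte marker lower at 6 h, and 1 higher and 0 lower genes at 24 h against 6 h. Casp1 and Pdk4 at 24 h against 6 h each had an adjusted p of 0.0801 with it. The ranking of the genes, and with it the set tests, is the same with the block.

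Under fry the pyroptosis set at 6 h reversed (adjusted p = 0.727, lower than sham in place of higher, called in neither test), and the adjusted p was 0.28 for the pyroptosis network and 0.221 for the Toll-like receptors at 6 h, 0.191 for the interleukins at 24 h, and 0.00012 and 5.56e-05 for the pyroptosis set and the interleukins at 72 h. Camera with a correlation of 0.01 gave 0.135 for the pyroptosis network at 6 h, 0.0562, 0.59 and 0.0728 for the chemokine ligands, interleukins and apoptosis genes at 24 h, and 0.0441 for the pyroptosis set at 72 h. With an estimated correlation, camera called no list, not even the pan-leukocyte genes at 72 h (0.559), so that it could not tell shifted lists from others here. Its adjusted p was 0.559 for the immediate early genes at 10 min and 0.497 at 1 h, and for the chemokine ligands 0.559 at 1 h, 6 h and 72 h and 0.604 at 24 h. It gave 0.604, 0.561 and 0.559 for the pyroptosis network and 0.574, 0.559 and 0.559 for the Toll-like receptors at 6 h, 24 h and 72 h, 0.559 and 0.83 for the interleukins at 6 h and 24 h, and 0.708 and 0.559 for the apoptosis genes at 24 h and 72 h. Ranking by the moderated statistic gave 0.134 for the pyroptosis network at 6 h, 0.0595, 0.711 and 0.0531 for the chemokine ligands, interleukins and apoptosis genes at 24 h, and 0.0474 for the pyroptosis set at 72 h.

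With 1 mouse left out, genes by adjusted p ranged from 0 to 4 higher and 0 to 3 lower at 10 min, 1 to 7 lower at 1 h, 493 (without the first sham mouse) to 901 higher at 6 h, and 761 (without the second sham mouse) to 1579 higher and 193 (without the first) to 443 lower at 24 h. The paper's thresholds gave 250 (without the third 24 h mouse) to 489 lower genes at 24 h. At 24 h against 6 h there were 1 (without the second or the third 6 h mouse) to 757 higher and 1 to 149 lower genes. The adjusted p ranged from 0.00476 to 0.0508 (without the first sham mouse) for the chemokine ligands at 1 h, from 0.0148 to 0.187 (without the first 6 h mouse) for the Toll-like receptors at 6 h, from 0.00227 to 0.0812 (without the third 24 h mouse) for the interleukins at 24 h and from 0.0394 (without the second 72 h mouse) to 0.163 at 72 h. PC1 held from 47% to 53.4% and PC2 from 15.3% to 19.5% of the variance, and the 1 h distance was from 4.6% (without the first 6 h mouse) to 7.29%. Cardiomyocyte markers numbered 1 to 5 (without the second 6 h mouse) lower at 6 h and 2 (without the first sham mouse) to 8 at 24 h. Pan-leukocyte genes numbered 0 (without the first or the second sham mouse) to 9 higher at 6 h, and macrophage markers 1 to 4. At 24 h monocyte markers numbered 4 (without the first or the second sham mouse) to 9 and neutrophil markers 1 (without the first sham mouse) to 10.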

Differences from the paper's values

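Fig. 2A shows about 40 downregulated DEGs at 10 min, read by eye, as the paper's value, and 66 were counted here by the same thresholds on limma's p-values. The count was 33 with a filter on a mean FPKM of at least 1 and 45 with all 18 mice in one fit, both within 1.5 times the paper's value, and it was not with any other alternative set before the data were examined. At 1 h Fig. 2A shows about 30 downregulated DEGs, read by eye, as the paper's value, and 52 were counted here. All 18 mice in one fit gave 41 and the fit without the second 1 h mouse gave 45, and no other alternative set before the data were examined closed the gap.

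The paper's enrichment score of pyroptosis at 24 h is about 0.7 in size in Fig. 3A, read by eye, with the genes ranked in the opposite direction, and on that scale the score here was 0.432 in size. With a pseudocount of 0.1 it was 0.624, without a filter 0.593, with a filter on the mean FPKM 0.477 and after rescaling to the same sum 0.521, each within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. The paper calls pyroptosis enriched at 24 h and 72 h with a set of 20 genes, and here the set of 19 genes, of which 11 were tested, had an adjusted p of 0.655 at 24 h and 0.0975 at 72 h. At 24 h no setting tried called it, with adjusted p from 0.0786 to 0.819. At 72 h the settings that called it were a pseudocount of 0.1 (0.00947), no filter (0.0444), rescaling (0.0427), ranking by the moderated statistic (0.0474), fry (0.00012) and camera with a correlation of 0.01 (0.0441), within a range from 0.00012 to 0.559.

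By qRT-PCR the paper gives Casp1 and Gsdmd as higher from 1 h on, and in the sequenced mice Casp1 had a log2 fold change of -0.30 at 1 h and -0.36 at 6 h, and Gsdmd of -0.042 and -0.16. No setting tried called either gene higher at 1 h. Fibroblast markers are low until 72 h in the paper's account, and Ltbp2 was above sham at 24 h (log2 fold change 1.96, SE 0.24, adjusted p = 0.00416) while Comp was below sham at 24 h (log2 fold change -1.0, SE 0.11, adjusted p = 0.0029).

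The paper gives the share of monocytes as higher since 24 h, and all 9 monocyte markers were higher at 6 h.

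In its account of the proteins changed at 10 min and 1 h, the paper names Wipi1 and Rrad as upregulated and Pdk4 and Ndufb8 as downregulated. The mRNA of Wipi1 changed by 0.13 at 10 min and 0.021 at 1 h on the log2 scale (adjusted p of 0.352 and 0.884), and that of Rrad by -0.24 and 0.23 (0.331 and 0.743, and -0.067 at 1 h without the third 1 h mouse). Pdk4 mRNA was higher than sham, by 1.72 and 1.46 (adjusted p of 0.201 and 0.102), and with a filter on the mean FPKM its adjusted p at 1 h was 0.0408, within a range from 0.0108 to 0.611. Ndufb8 mRNA changed by -0.059 and -0.093 (adjusted p of 0.671 and 0.49). No setting tried called Wipi1 or Rrad higher, or Pdk4 or Ndufb8 lower, at 10 min or 1 h.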

Other observations

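The tests of scaling and of the leukocyte share in this part were chosen after the results were seen, and those of other splits, gene length and depth were not.

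Each comparison of 3 mice with 3 allows 10 splits of the 6 mice, so that the share of splits with a result as large cannot be under 0.1. For each count of DEGs, 1 of the 10 splits, the real one, gave as many. By adjusted p and ratio the real counts were 6, 65, 1176, 1708 and 4642 at 10 min, 1 h, 6 h, 24 h and 72 h, and the largest counts among the other splits were 3, 4, 1, 3 and 0. By the paper's thresholds the real counts were 158, 201, 1371, 1931 and 4651, and the largest others 80, 70, 79, 60 and 22. At 24 h against 6 h the real split gave 712 genes and the largest other 2, and at 72 h against 24 h it gave 2437 and the largest other 0. The groups of a gene did not overlap in 20.3% of the genes at 10 min, 18.3% at 1 h, 48.8% at 6 h, 58.2% at 24 h and 80.6% at 72 h, where chance gives 10%.

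Of the DEGs at 72 h by adjusted p, 75.8% were higher than sham. If a bias by gene length caused the excess, removing it would bring the share near an even split, but the share was 76.3% after a trend on exon length had been removed from each mouse, over the 13241 genes (99.3%) with a length, and the log2 fold change had a Spearman correlation of 0.00218 with length across genes, which are not independent replicates. This argues against gene length as the cause. Scaling moved the share, to 63.8% under median-of-ratios scaling, 46.7% under quantile normalization and 79.7% after rescaling to the same sum. FPKM are relative values, and a loss of abundant cardiomyocyte transcripts could raise the FPKM of all other genes, so that the scaling cannot be told apart from a real excess of higher genes, as no value in the table gives the total RNA per heart.

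The relative depth was highest at 72 h, with a median of 1.3 against 0.858 at 10 min. Genes with a mean FPKM of at least 10, whose values depend little on depth, were DEGs in 28.3% of 6031 cases at 72 h and in 0.0497% at 10 min, which argues against depth as the cause of the larger number of DEGs at 72 h. The time after ligation stays open as an untested biological explanation.

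A larger share of leukocytes in the tissue may account for the rise of the pyroptosis genes at 72 h, a hypothesis under which these genes would rise no more than the pan-leukocyte genes. The median difference from the pan-leukocyte genes was -2.35 on the log2 scale at 72 h, and the changes of all 11 genes lay below theirs, with Apip lower than sham and the other 10 higher, where a rise per leukocyte could have shown a difference above 0. At 24 h and 72 h all 11 also lay below with a pseudocount of 0.1, with median-of-ratios scaling and with any 1 mouse left out, and with the macrophage markers or Ptprc alone in place of the pan-leukocyte genes 10 did at 24 h and 11 at 72 h. For both times 1 of the 10 splits, the real one, gave as many genes, and the largest other count was 0. Those are counts of genes called, and since all 11 differences share one reference, the genes are not independent of each other. The test leaves open a rise of these genes in cells other than leukocytes, since a rise from a low level in such cells could be smaller than that of the leukocyte genes as well, and the cell that makes each transcript cannot be read from whole tissue.

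Receptors of chemokines and interleukins, which the paper does not single out, changed with the ligands. Of 11 chemokine receptors 5 were higher and 2 lower at 6 h, 6 and 2 at 24 h, and 9 and 1 at 72 h by adjusted p over all genes tested, with the same counts when adjusted over the list alone. Of 25 interleukin receptors 7 were higher and 4 lower at 6 h, 11 and 3 at 24 h (12 and 4 when adjusted over the list alone), and 15 and 5 at 72 h. Of 9 caspases 2 were higher and 2 lower at 6 h (2 and 3 over the list alone), 4 were higher at 24 h (5 over the list alone) and 9 at 72 h.

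Among 18 autophagy genes, Wipi1 included, 8 were higher and 7 lower at 72 h, and the mean of the list changed by 0.062 on the log2 scale. At 1 h 0 were higher and 1 lower over all genes tested, or 1 and 1 over the list alone. The mean of the list changed by -0.032 at 1 h, and at 10 min none was called. Wipi1 itself had 15.3 ± 0.0199 FPKM in the sham group, 12.9 ± 2.21 at 6 h (SD, n = 3 mice, log2 fold change -0.24, SE 0.12, adjusted p = 0.165, and an adjusted p of 0.0217 without the third 6 h mouse) and 11.7 ± 0.429 at 72 h (log2 fold change -0.36, SE 0.062, adjusted p = 0.000719). Rrad had 138 ± 16.9 FPKM in the sham group and 367 ± 56.1 at 6 h (log2 fold change 1.40, SE 0.13, adjusted p = 0.00126), and Ndufb8 had 2036 ± 61.1 and, at 72 h, 805 ± 191 FPKM (log2 fold change -1.36, SE 0.16, adjusted p = 6.29e-05).

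Of 5 tested erythroid markers 2 were lower at 72 h and none was called at the other times, where 0 had an unadjusted p under 0.05, and the sham mice themselves had a mean log2(FPKM + 1) of 5.24 ± 0.62 (SD, n = 3). Ranked by log2 fold change, the erythroid list lay toward the bottom at 10 min (NES -1.62, adjusted p = 0.0473 from permutation of the genes) and at 24 h (NES -1.95, adjusted p = 0.00241), and fry called neither (adjusted p of 0.429 and 0.705). Camera with an estimated correlation, which called no list at any time, called neither (adjusted p of 0.559 and 0.574). The values of this list were chosen for this section after they were seen. Apart from fry and this form of camera they were not recomputed under the alternatives. Of 8 B cell markers 4 were tested, with a highest group mean of 3.54 FPKM, and of 7 NK cell markers 2 were, with 2.13 FPKM. Of 5 sex-linked genes 4 were tested, with a highest group mean of 67.8 FPKM, and these were Ddx3y, Eif2s3y, Kdm5d and Uty, while Xist had no group mean above 0.0205 FPKM.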
